# The leukemogenic fusion gene *MLL-AF9* alters microRNA expression pattern and inhibits monoblastic differentiation via miR-511 repression

**DOI:** 10.1186/s13046-016-0283-5

**Published:** 2016-01-13

**Authors:** Katrin K. Fleischmann, Philipp Pagel, Julia von Frowein, Thomas Magg, Adelbert A. Roscher, Irene Schmid

**Keywords:** Leukemia, AML, MLL, MLL-AF9, microRNA, miR-511, cyclin D1, CCND1, Differentiation, Monocytic differentiation

## Abstract

**Background:**

In this study we explored the role of microRNAs (miRNAs) as mediators of leukemogenic effects of the fusion gene *MLL-AF9*, which results from a frequent chromosomal translocation in infant and monoblastic acute myeloid leukemia (AML).

**Methods:**

We performed a specific and efficient knockdown of endogenous *MLL-AF9* in the human monoblastic AML cell line THP1.

**Results:**

The knockdown associated miRNA expression profile revealed 21 *MLL-AF9* dependently expressed miRNAs. Gene ontology analyses of target genes suggested an impact of these miRNAs on downstream gene regulation via targeting of transcriptional modulators as well as involvement in many functions important for leukemia maintenance as e.g. myeloid differentiation, cell cycle and stem cell maintenance. Furthermore, we identified one of the most intensely repressed miRNAs, miR-511, to raise *CCL2* expression (a chemokine ligand important for immunosurveillance), directly target cyclin D1, inhibit cell cycle progression, increase cellular migration and promote monoblastic differentiation. With these effects, miR-511 may have a therapeutic potential as a pro-differentiation agent as well as in leukemia vaccination approaches.

**Conclusions:**

Our study provides new insights into the understanding of miRNAs as functional mediators of the leukemogenic fusion gene *MLL-AF9* and opens new opportunities to further investigate specific therapeutic options for AML via the miRNA level.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13046-016-0283-5) contains supplementary material, which is available to authorized users.

## Background

*MLL-AF9* (alias *KMT2A-MLLT3*) is a fusion gene resulting from the chromosomal translocation t(9;11)(p22;q23). It is sufficient to initiate acute leukemia in murine models [1, 2] and is the most frequent fusion gene in infant acute myeloid leukemia (AML) and especially associated with monoblastic AML (FAB-classification M5) [3, 4]. For this type of leukemia with a persisting poor prognosis, new targeted therapies are needed.

MLL and AF9 wildtype proteins lead to transcriptional initiation (MLL) and elongation (AF9) of target genes [5, 6], while the fusion protein MLL-AF9 is believed to combine these properties, leading to increased activation of target genes [7]. Novel therapeutic strategies which aim to directly intervene with MLL-AF9 functions are under investigation but struggle with the complexity to target the involved protein-protein and protein-DNA interactions and with the obstacle to avoid targeting of the important wildtype protein functions [5, 7].

MicroRNAs (miRNAs) are important cellular posttranscriptional gene regulators and are involved in presumably all physiological and pathophysiological cellular processes [8], including oncological state, progression and clinical outcome [9–11].

Although technical challenges – predominantly the specific, efficient and safe delivery of miRNA modulators to the tumor site – remain to be overcome, miRNA therapeutics are believed to hold huge promise for cancer treatment [12]. In this context, a comprehensive understanding of the role of miRNAs within the complex regulatory networks in malignant cells is a prerequisite for the development of combinatorial therapeutic strategies employing miRNA modulators [12].

As fusion gene breakpoints vary between individual patients, siRNA-targeting of oncogenic fusion genes themselves would have to be tested and optimized in each case and thus does not represent an opportune therapeutic option. Finding common, relevant downstream miRNA targets of MLL-AF9 instead might yield new alternative therapeutic routes. This approach has the benefit that oncogenic transcription factors or other protein classes which are currently non-druggable by e.g. small molecule drugs might be targeted via miRNA modulators. Another advantage of miRNA therapeutics is the fact that not only single gene transcripts can be targeted (e.g. via target site blockage) but also whole arrays of mRNAs, which may cooperate to create an oncogenic phenotype (e.g. via miRNA mimics or inhibitors).

In order to identify new alternative drug targets for *MLL-AF9* positive AML, we thus aimed to explore the role and function of miRNAs as mediators of leukemogenic effects of the fusion gene *MLL-AF9*. To this end, a differential miRNA expression profile was generated after knockdown of endogenous *MLL-AF9* in the monoblastic AML cell line THP1 and revealed 21 miRNAs predicted to be involved in leukemogenic functions. Additionally, we provide evidence for a relevant role of miR-511 in the context of monoblastic differentiation. To our knowledge, this is the first experimental study that comprehensively analyzes the effects of an *MLL* fusion gene on miRNA expression.

## Methods

### Cells, cell cultivation, small interfering RNA and transfection

Cultivation and siRNA treatment of THP1 cells (DSMZ GmbH, Braunschweig, Germany) was performed as previously reported [7]. Briefly, the cell line was authenticated via MLL-AF9 breakpoint sequencing, was routinely checked for mycoplasma contamination and transfected with 50 nM Silencer Select siRNAs (Life Technologies, Carlsbad, CA, USA) and Dreamfect (OZ Biosciences, Marseille, France) leading to transfection efficiencies and survival rates of 93 % each. Experimental incubations lasted eight days with repeated transfections on day 0, 3, and 6. Prior to each transfection event, cell densities were determined and cells were reseeded at 5 × 10^4^ cells per ml [7].

THP1 miRNA mimic transfections were performed as described for siRNA transfections but with 30 nM Ambion Pre-miR miRNA Precursors (hsa-miR-511-5p AM10237, neg Control #1 AM17110, neg Control #2 AM17111) and experimental incubations up to day nine again with repeated transfections on day 0, 3, and 6.

Human CD14+ monocytes (C-12909, PromoCell GmbH, Heidelberg, Germany) were cultivated for 48 h in mononuclear cell medium (PromoCell) prior to immunostaining and RNA isolation. Human CD34+ progenitor cells (C-12921, PromoCell) were directly taken to RNA isolation.

### RNA isolation and reverse transcription quantitative PCR assays and arrays

Total RNA was extracted with miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the supplier’s protocol. For miRNA profiling, RNA of five independent experiments was pooled for each of the four distinct siRNA treatments to reduce inter-experimental variation.

According to the supplier’s protocol, quantitative miRNA profiles of 664 distinct miRNAs were generated employing 350 ng total RNA per array card, preamplification step and TaqMan Array Human MicroRNA Cards v2.0 (also known as TaqMan Low Density Arrays (LDAs)) on an ABI PRISM 7900HT machine with SDS 2.3 software (all Life Technologies). LDA raw data were imported into the statistical language R version 2.11.1 [13]. As it is sometimes difficult to define reliable housekeeper in the case of miRNAs, it has been shown that normalizing to the overall mean instead may outperform the reference approach [14]. Thus, a cyclic LOESS normalization was applied to the data (separately for the A and B plates). Analysis of differential expression between *MLL-AF9* knockdown and control treatments was carried out in the statistical language R with the limma package [15]. Adjustment for multiple testing was done using the method by Benjamini and Hochberg [16]. Log_2_FC, *p*-value of the moderated *t*-test and *p*-value after correcting for multiple testing were generated. MiRNAs which showed low expression, i.e. high threshold cycle (C_T_ values above 34.5) in both treatment groups were excluded from the analysis. MiRNAs with a *p*-value below 0.05 were regarded as differentially expressed. MiRNAs which were either turned “on” or “off” in both *MLL-AF9* knockdown versus both non-targeting control samples (“undetermined” versus CTs below 34.5) were added to the miRNA candidate list manually. For these, no ratio can be calculated but a lower limit of differential expression is reported as previously described [17]. Of the 664 distinct miRNAs detectable by this LDA, 72 are measured in duplicate. MiRNAs were removed from the candidate list if their replicate did not show concordant regulation. MiRNA profiling data have been deposited in and approved by NCBI’s Gene Expression Omnibus (GEO) [18] and are available under the accession number GSE70525.

For LDA validation, pooled RNA samples from two additional, independent replicate experiments was subjected to quantitative real time PCR via single TaqMan® miRNA assays after megaplex reverse transcription with TaqMan MicroRNA Reverse Transcription Kit (Life Technologies) and preamplification according to the manufacturers’ instructions. For this purpose, the following miRNA assays were used (Life technologies, assay IDs given in parentheses): hsa-miR-214 (002306), −219-5p (000522), −369-3p (000557), −432 (001026), −511-5p (001111), −539 (001286), −576-5p (002350), −582-3p (002399), −589 (002409), −758 (001990) and −760 (002328). RNU6B (001093), RNU44 (001094) and RNU48 (001006) assays were tested as internal references. RNU48 showed the least intra- and inter-experimental variance and thus was used as internal reference. Spearman’s rank correlation coefficient including *p*-value was calculated with the statistical language R version 2.11.1 [13]. MiR-511 quantification in further experiments was performed via TaqMan miRNA assays after concurrent (2-plex) reverse transcription for hsa-miR-511 and the internal reference RNU48 from 200 ng total RNA.

For gene expression quantification, reverse transcription quantitative PCR (RT-qPCR) was carried out in triplicates with 600 ng total RNA input, QuantiTect Reverse Transcription Kit (Qiagen) and iQ-SYBR Green Supermix (Biorad, Hercules, CA, USA) on a StepOnePlus instrument (Life Technologies) according to the supplier’s protocol. *RPL13A* and *UBC*, showing stable expression in bone marrow [19], were used as reference genes. Data were analyzed with StepOne software v 2.1 (Life Technologies) and the ∆∆C_T_ method. Primers were designed utilizing Clone Manager Suite 7 (Sci-Ed Software, Cary, NC, USA) and validated for efficiency via cDNA dilution series and for specificity via PCR-product analysis on agarose gels and melt curve analysis. Primer sequences are provided in Additional file 1: Table S1.

### Gene expression profiling analysis

Human Whole Genome Microarrays 4x44K v2 (Agilent Technologies, Santa Clara, CA, USA) were commissioned to and performed at IMGM Laboratories (Martinsried, Germany). For hybridization, 100 ng RNA of two independent THP1 experiments (harvested two days after transfection with miR-511 or negative control #1 mimics) were utilized. RNA concentration and purity (abs 260/280 nm) were analyzed using a Nanodrop ND-1000 Spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). RNA integrity was determined with an RNA 6000 Nano LabChip Kit on a 2100 Bioanalyzer (Agilent Technologies). A260/A280 was above 2.0 and RNA integrity number was above 9.5. Between-array normalization was performed with the quantile method.

Analysis of differential expression was carried out in R [13] with the limma package [15, 20]. Adjustment for multiple testing was done using the method by Benjamini and Hochberg [16].

Probes were considered as differentially expressed at a *p*-value of the moderated *t*-test below 0.05 and significant alteration over all identical replicate probes (*t*-test, *p* < 0.05). Gene expression profiling data have been deposited in and approved by NCBI’s Gene Expression Omnibus (GEO) [18] and are available under the accession number GSE70490.

### Functional bioinformatics

MiRTarBase v4.5 [21] was used to extract known, validated miRNA targets of the set of 21 MLL-AF9 dependently expressed miRNAs. Likewise, TargetScan release 6.2 [22] was employed to predict putative targets of this set of miRNAs.

Functional annotation analysis (Database for Annotation, Visualization and Integrated Discovery version 6.7, DAVID) [23, 24] was performed with validated miRNA targets from miRTarBase (excluding those with weak experimental evidence) as well as with putative miRNA targets predicted via TargetScan.

MiRNA targets with strong experimental support in miRTarBase underlie individual experimental validation for each miRNA-target gene interaction. As this requires considerable experimental effort, miRTarBase targets will not represent a random selection of genes but have a bias for genes with known, important biological and pathophysiological functions. It is thus not surprising to find an enrichment for disease- and cancer-related gene ontology terms in any subset of genes listed in miRTarBase (especially for those with strong experimental support). Due to this bias, we did not interpret these gene ontology results in respect to their magnitude of enrichment but rather used the resulting ontology terms as a description of the biological roles these miRNA target genes are known to play. To integrate the cellular background, we regarded only those miRNA targets for these analyses, which were expressed in our THP1 gene expression profile [7].

To limit the bias of speculative interference of TargetScan predictions, we employed a stringent context + score cutoff of at least −0.4 or +0.4 for the sum of all miRNA-target gene interactions to regard a gene as predicted target of one or more of our set of miRNAs. The context + score is given by TargetScan and represents the likelihood of a miRNA-target interaction ( MTI). To compile the sum of context + scores, MTIs of down-regulated miRNAs (in *MLL-AF9* knockdown) retained negative context + score values (original TargetScan values), while context + score values of MTIs of up-regulated miRNAs were modified to positive values. As recommended, DAVID gene ontology enrichment was regarded as significant if fold enrichment was ≥ 1.5 and *p*-value < 0.1.

Functional disease ontology (FunDO) [25] was performed with differentially expressed genes in miR-511 mimic treated THP1 cells to extract genes involved in cancer and leukemia.

### Vector construction and luciferase reporter assay

*FGFR3* and *PDGFA* full length 3′UTRs were amplified from THP1 genomic DNA and THP1 cDNA respectively, *CCND1* full length 3′UTR was amplified and subcloned from an pcDNA3.1LacZ-*CCND1*-3′UTR vector [26] (generously provided by Katherine L.B. Borden, Université de Montréal, Canada). Overlapping PCR was used to introduce *CCND1*-3′UTR deletions of miR-511 binding site seed regions predicted via the algorithms DianaMiRExtra, TargetScan, DIANA-microT-CDS (v5.0) and miRDB. All 3′UTRs were cloned into siCHECK2 vector (Promega, Madison, Wisconsin, USA) and fully sequenced (Eurofins Genomics, Ebersberg, Germany) to confirm correct 3′UTR sequences.

Luciferase reporter assays were performed after transfection of HEK-293 cells with vector (100 ng/well) in combination with either miR-511 or negative control mimic (20 pmol/well). Experiments were carried out in 24-well format with 7.5 × 10^4^ cells seeded in 1 ml medium (DMEM high glucose, 10 % FCS) 24 h prior to transfection with 2 μl Lipofectamine 2000 (Life Technologies). Cells were harvested 24 h after transfection and Dual-Luciferase® Reporter Assays (Promega, Fitchburg, WI, USA) were performed according to supplier’s protocol on a Fluostar Optima (BMG Labtech GmbH, Ortenberg, Germany).

### Biological assays and flow cytometry analyses

Cell numbers and proliferation rates were determined via MoxiZ automated cell counter (Orflo, Ketchum, ID 83340, USA).

Cell cycle analyses were performed in combination with anti-CCND1 staining via flow cytometry. Cells were fixed in cold methanol at −20 °C, blocked with human IgG (I 2511, Sigma-Aldrich, St. Louis, MO, USA) and stained with FITC Mouse Anti-Human Cyclin D1 Antibody Set (#554109, BD Biosciences, Franklin Lakes, NJ, USA,) and propidium-iodide (0.1 % Triton X-100, 0.2 mg/ml RNase A, 20 μg/ml propidium-iodide in PBS) and analyzed on a BD FACSCanto (BD Biosciences). Cell doublets and aggregates were removed by gating and the proportion of cells in G0/G1, S and G2 phase were quantified with Watson Pragmatic model in FlowJo version 9.7.2 (FlowJo LLC, Ashland, Oregon, USA).

Colony forming capacity was analyzed by plating 200 THP1 cells in 200 μl (10000 cells/ml) 0.5 % methyl cellulose (64630, Sigma-Aldrich) / RPMI1640 (10 % FCS) in 24-well plates. Colonies were counted in microscopic images taken after 10 and 14 days by Cellscreen system (Innovatis, Bielefeld, Germany) on an Olympus IX 50 microscope (Olympus, Tokyo, Japan).

The effect on monocytic cell differentiation was analyzed via flow cytometry and surface staining with AF488 mouse anti-human CD11b, PE mouse anti-human CD38 and isotype control antibodies (BD561687, BD557702, BD560981, BD555749, BD Biosciences) after blocking Fc receptors with FcR blocking reagent (BD564220, BD Biosciences). To establish CD11b and CD38 flow cytometric measurements and for determining effects of differentiation on miR-511 expression, THP1 cells were treated with 0.25 – 5.0 ng/ml PMA (P1585, Sigma-Aldrich) and monocyte / macrophage differentiation was confirmed via cell adherence, morphological changes (cell protrusions, fusiform cells) and growth arrest.

Cellular migration was analyzed in transwell assays (5 μm pore size, #3421, Corning, NY, USA) with 1 × 10^5^ THP1 cells in RPMI1640 / 10 % FCS in upper chamber and RPMI1640 with 10 % FCS and 0.1 mM ascorbic acid in lower chamber. Cells in lower chamber were counted by MoxiZ cell counter (Orflo) and in microscopic images taken after 20 h by Cellscreen System (Innovatis). To test for significant differences between treatments, student’s *t*-tests were performed.

## Results

### MLL-AF9 depletion leads to changes in miRNA expression

To explore if expression of the leukemogenic fusion gene *MLL-AF9 (KMT2A-MLLT3)* leads to changes in miRNA expression, a specific and efficient knockdown of endogenous MLL-AF9 was performed in the human monoblastic AML cell line THP1 as previously described [7]. To exclude siRNA off-target effects, these experiments employed two distinct *MLL-AF9* specific as well as two distinct control siRNAs. Experimental incubations lasted eight days with repeated transfections on day 0, 3, and 6. Knockdown reduced *MLL-AF9* to 22.3 ± 6 % residual expression on transcript level and to 8 ± 4 % on protein level on day 8 of experiments. *MLL* and *AF9* wildtype transcript levels were not significantly altered. Additionally, mRNA reduction of *HOXA9* (a known direct target of MLL-AF9) to 56.9 ± 8 % residual expression confirmed the knockdown on functional protein level [7].

In this setting, we previously reported a specific gene expression signature shaped by MLL-AF9 together with affected downstream processes and new potential therapeutic targets [7].

The specificity of the knockdown experiments was confirmed by (1) the presence of important marker genes and (2) the detection of significant enrichments of direct MLL-AF9 targets identified in a mouse model and (3) of genes downstream of MLL-AF9 identified in transduced primary human cells [7]. Here, we analyzed the corresponding miRNA expression profile (on experimental day 8) with the goal to detect additional MLL-AF9 dependent effects via this important posttranscriptional regulatory mechanism. MiRNA profiling data have been deposited in and approved by NCBI’s Gene Expression Omnibus (GEO) [18] and are available under the accession number GSE70525.

We detected 21 miRNAs as differentially expressed upon *MLL-AF9* depletion (Fig. 1). For this analysis, miRNA expression was screened via TaqMan low density arrays (LDAs) and revealed above background detection of 53 % of all 664 analyzed miRNAs. Among those, 15 reached significant differential expression (*p* < 0.05) and additional 6 miRNAs were either turned “on” or “off” in both *MLL-AF9* knockdown versus both control treatments. For these, no exact ratio can be determined but - as previously described [17] - a lower limit of differential expression was determined (Fig. 1). A significant correlation between LDA data and single-assay RT-qPCR data (performed on pooled samples from two additional independent experiments) for 11 of the differentially expressed miRNAs (*p* 0.03, Spearman’s *Rho* 0.66) supported the screening results (Additional file 2: Figure S1).

**Fig. 1:**
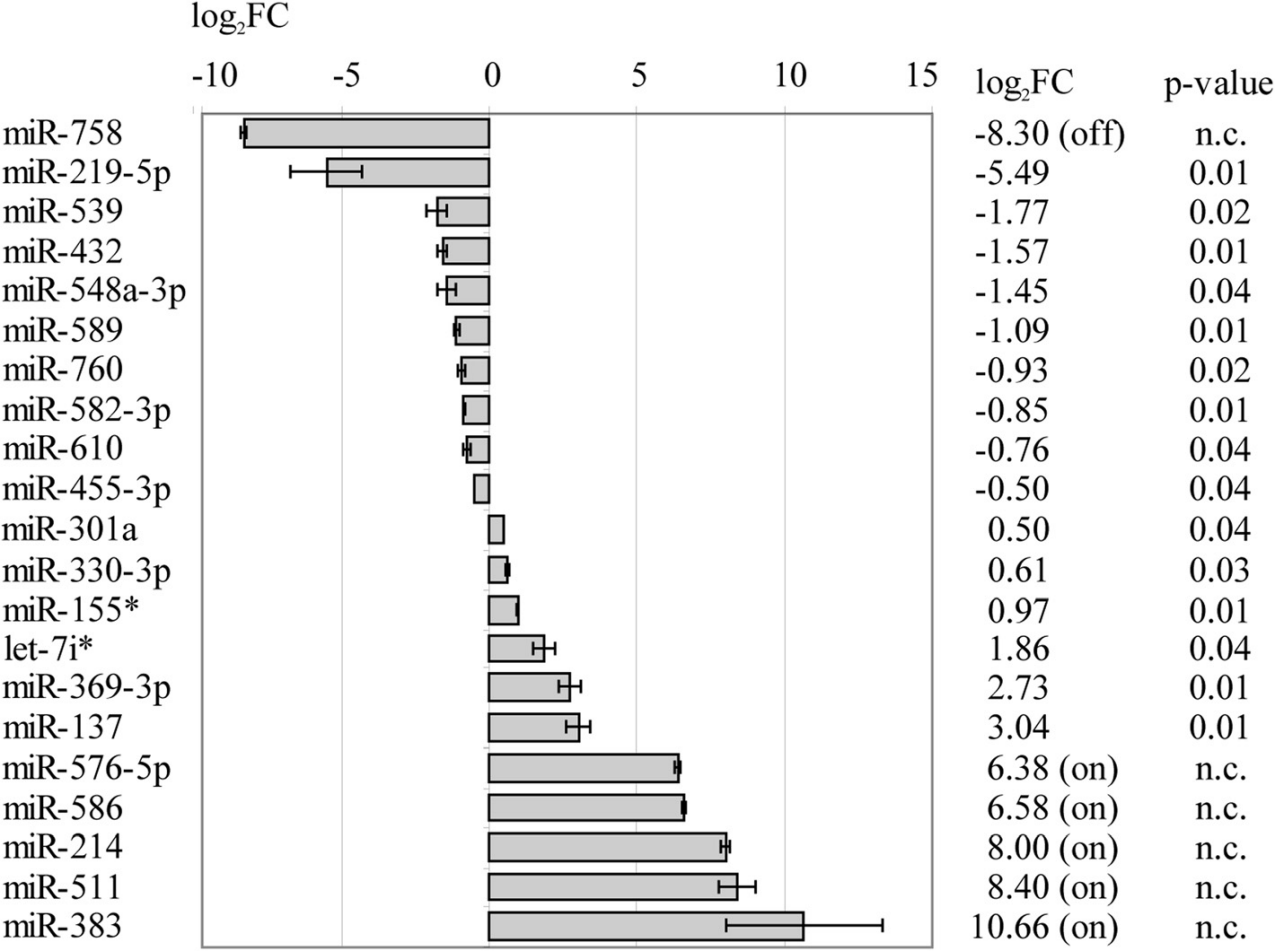
Differentially expressed miRNAs after *MLL-AF9* knockdown in THP1 cells. TaqMan low density array analysis was utilized for quantification of differential expression which is shown relative to non-targeting control siRNA treatments. Bars indicate standard error of the mean. Columns on the right show log_2_ fold change (log_2_FC) and *p*-value of the corresponding miRNA. For miRNAs which were turned “on” or “off”, i.e. not detectable in either both control or both *MLL-AF9* knockdown treatments, a lower limit of differential expression is reported as described in methods. Here no *p*-value can be calculated. n.c., not calculable

### Functional role of miRNAs as conferred from validated and predicted miRNA targets

Experimentally confirmed targets (extracted from miRTarBase v4.5 [21]) of MLL-AF9 dependently expressed miRNAs, which were expressed in THP1 cells, were used to identify functions and pathways impaired by *MLL-AF9* fusion gene via miRNA expression. MiRTarBase held 328 validated miRNA-target interactions (MTIs) for 14 out of our set of 21 MLL-AF9 dependently expressed miRNAs. However, we excluded 265 of these, which were marked for weak experimental support, leaving 63 MTIs with strong experimental support. To integrate the cellular background, we regarded only those miRNA targets for these analyses, which were expressed in our THP1 gene expression profile [7]. This resulted in 56 remaining MTIs and contained 44 genes as validated targets for 10 out of our set of 21 differentially expressed miRNAs. In order to interpret the functional roles which these miRNAs may exert via these known 44 target genes, we performed a gene ontology analysis with DAVID software [23, 24] (Additional file 1).

To structure the results, we manually selected biological relevant terms in the context of myeloid leukemia, excluded redundant terms and assorted the terms to higher-order terms (Additional file 2: Figure S2). The results especially indicated a role of the targets – and thus inferred a role of the miRNAs – in proliferation and apoptosis, in functions related to monocyte/macrophage differentiation as well as in transcriptional regulation and cancer related functions. Further analysis revealed that five of the miRNAs (miR-137, −214-3p, −301a-3p, −330-3p and −383-5p) are known to target genes affecting all of these four categories (Additional file 2: Figure S3), implying their relevance for leukemia as well as the possibility to therapeutically target gene regulation via these miRNAs.

Confirmed targets with strong experimental support (as listed in miRTarBase) were known only for a subset of the MLL-AF9 regulated miRNAs (10 out of 21). As these miRNA-target studies are not all-encompassing, these known targets will additionally represent only a fraction of the actual effective and relevant miRNA targets. Thus, the performed analysis of known, experimentally confirmed and THP1-expressed direct targets can only give partial insights into the roles of these miRNAs. To overcome these limitations, we additionally analyzed the roles of predicted targets for all of the 21 differentially regulated miRNAs.

Among numerous miRNA target prediction algorithms, TargetScan [22] is the most popular and widely used and has recently been evaluated to yield one of the best predictive performances [27]. TargetScan predicted targets for 19 out of our set of 21 MLL-AF9 dependently expressed miRNAs. To limit the bias of speculative interference, we employed a stringent context + score cutoff to regard a gene as predicted target of one or more of the set of 19 miRNAs (see methods for details). Again, only those targets which were expressed in THP1 cells [7] were included in the analyses. This approach yielded 5500 predicted MTIs concerning 1827 predicted target genes (most genes were predicted targets of more than one miRNA) for which gene ontology analyses were performed via DAVID software (Additional file 3). The results, filtered for biologically relevant and non-redundant terms are presented in Fig. 2.

**Fig. 2:**
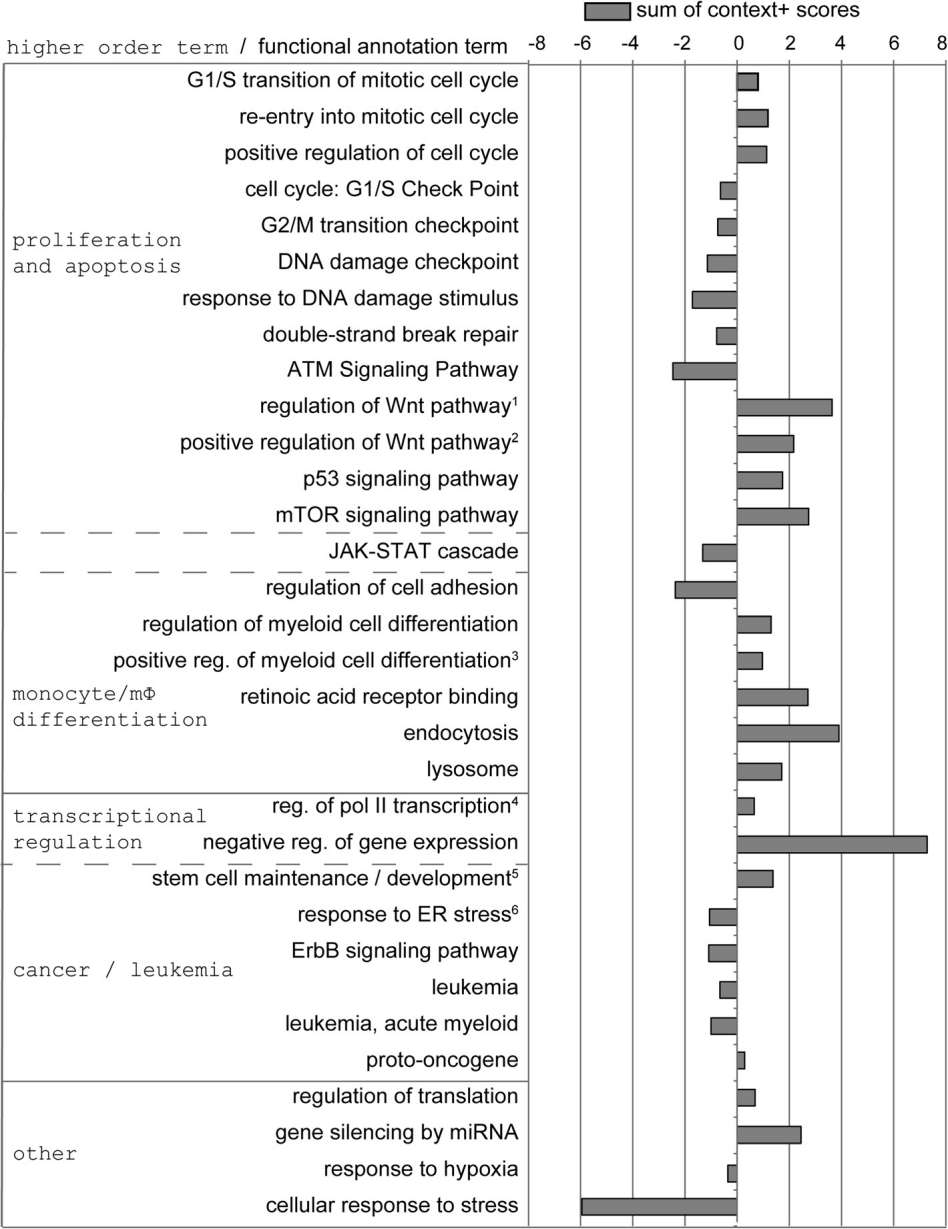
MiRNA-target gene prediction associated functional annotation terms identified via DAVID. Gene ontology analysis was performed for all THP1-expressed, targets predicted via TargetScan with a minimum context + score of ±0.4 of *MLL-AF9* knockdown associated miRNAs. Annotation terms were manually assorted to five higher-order terms according to the major role of the process in the biological setting under investigation. Annotation terms assigned to two higher-order terms are placed between these two and separated by dotted division lines. Some annotations were abbreviated as indicated by superscript numbers: ^1^regulation of Wnt receptor signaling pathway, ^2^positive regulation of Wnt receptor signaling pathway, ^3^positive regulation of myeloid cell differentiation, ^4^regulation of transcription from RNA polymerase II promoter, ^5^stem cell maintenance / stem cell development (two synonymous terms), ^6^response to endoplasmic reticulum stress. Columns represent the sum of context + scores for all MTIs of this term, where MTIs of down-regulated miRNAs (in *MLL-AF9* knockdown) retained negative context + score values, context + score values of MTIs of up-regulated miRNAs received positive values. Thus negative values of this column indicate strong predicted targeting by down-regulated miRNAs and positive values indicate strong predicted targeting by upregulated miRNAs, while targets which were similarly likely targeted by up- and down-regulated miRNAs do not reach the sum of context + score cutoff and are not included in the predicted target gene list

Remarkably, ontology terms concerning cell cycle progression (G1/S transition of mitotic cell cycle, re-entry into mitotic cell cycle, positive regulation of cell cycle) were predominantly predicted as targets of miRNAs up-regulated in the context of MLL-AF9 depletion, while terms related to cell cycle checkpoints (cell cycle: G1/S checkpoint, G2/M transition checkpoint, DNA damage checkpoint) were predominantly targeted by down-regulated miRNAs (see sum of context + score of terms in Fig. 2), implying a cell cycle promoting and checkpoint decreasing role of MLL-AF9 via miRNAs.

Stem cell maintenance/development and cellular response to stress were predominantly predicted to be targeted by MLL-AF9 dependently down-regulated and up-regulated miRNAs respectively, suggesting a stem cell supporting and cellular stress response suppressive role of MLL-AF9 via miRNAs.

To compare the gene ontology results of MLL-AF9 dependently regulated genes [7] with those of known and predicted targets of MLL-AF9 dependently regulated miRNAs, we compiled a table with related gene ontology terms that were present in at least two of the three data sets (Table 1). This overview illustrates that genes directly involved in the cell cycle, Wnt signaling, adhesion, myeloid differentiation as well as in the cellular response to stress are preferentially present in the miRNA target gene data sets and thus these processes may be preferentially influenced by MLL-AF9 via miRNA expression.

**Table 1:** Comparison between gene ontology results of MLL-AF9 dependently expressed genes and miRNA target genes

	Gene expression	Known miRNA targets	Predicted miRNA targets
DNA replication	×	Ø	×
apoptosis	×	×	Ø
**cell cycle**	Ø	×	×
JAK-STAT signaling	×	Ø	×
**Wnt signaling**	Ø	×	×
cytokine	×	×	Ø
endocytosis	×	Ø	×
**adhesion**	Ø	×	×
lysosome	×	Ø	×
**myeloid differentiation**	Ø^a^	×	×
hemopoiesis	×	×	Ø
transcription factor	×	×	×
reg of pol II transcription	×	×	×
cell size	×	×	Ø
**cellular response to stress**	Ø	×	×

Compared were the gene ontology results obtained via DAVID software between MLL-AF9 dependently expressed genes [7] and known (miRTarBase) as well as predicted (TargetScan) target genes of MLL-AF9 dependently expressed miRNAs. × present in the data set, Ø not present in the data set

^a^refers to gene ontology terms directly concerning myeloid differentiation (e.g. “regulation of myeloid cell differentiation”), whereas terms indirectly related to myeloid differentiation (e.g. “phagocytosis”) were also present within the gene expression profile. Terms in bold letters were preferentially present in the miRNA target gene data sets

### Gene regulatory effects of miR-511 expression in THP1 monoblasts

While the preceding ontology analyses may suggest certain functional roles of the set of MLL-AF9 differentially regulated miRNAs in the context of leukemia, one has to take into account that these functions are always context dependent and will have to be experimentally validated. To this end, we decided to further experimentally investigate the functional role of miR-511, one of the most potently activated miRNAs after MLL-AF9 depletion. Concerning known targets, so far only TRIB2, TLR4 and CD80 have been validated for miR-511 in other cellular contexts [28, 29].

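THP1 is a human monoblastic AML cell line, and a miRNA mimic is a synthetic double-stranded RNA that supplies a mature miRNA to transfected cells. Transcripts were profiled on day 2 after transfection with 30 nM of miR-511 mimic or of negative control #1 mimic, a mimic that serves as the control treatment. The data are 4 arrays, 2 per treatment, from 2 independent experiments that each gave 1 array of each treatment. The platform was the Agilent Human Whole Genome Microarray with a single dye, which holds 43118 non-control spots for 34127 probes of 60 bases each. Of these probes, 33128 were printed once and 999 were printed 10 times. The authors deposited the scanner output of each array, in which the intensity of a spot had its local background subtracted and was not normalized between arrays. They also deposited a table of log2 values after quantile normalization. In experiment 1, 22130 probes were well above background with miR-511 mimic and 23647 with the control mimic. In experiment 2, these numbers were 22949 and 22736. No non-control spot was saturated. From the scanner intensities, log2 values were taken, spots that the scanner software marked as outliers were left out, quantile normalization, the method the study names, was applied to the remaining non-control spots, and the spots of one probe were averaged. Probes were tested when they had a value on all 4 arrays and were well above background on both arrays of at least 1 treatment. Differential expression was tested with the moderated test of limma without a term for the experiment, since the methods name none. The study called probes at an unadjusted p below 0.05 and required a change over all identical replicate probes. Here the unadjusted threshold was used on the averaged probe, and Benjamini-Hochberg adjusted p-values are given beside it. With 2 arrays against 2, an exact two-sided permutation test of a single probe cannot give a p below 0.333. Single probes are therefore described by their change, its standard error and whether they pass the threshold of the study. The standard errors are limma's moderated ones, which draw the variance of each probe toward a common value.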

To identify targets and effects of miR-511 in monoblasts, we performed miR-511 up-regulation in THP1 cells by transfecting miRNA mimics. The subsequently analyzed gene expression profiles via whole genome arrays revealed 653 probes representing 627 genes to be differentially expressed between miR-511 and negative control mimic treatments (profiling data have been deposited in NCBI’s Gene Expression Omnibus (GEO) [18] and are available under the accession number GSE70490). Of these, 45 % were down-regulated. 

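Of 22638 tested probes, which carry 18001 gene names, 498 probes with 493 gene names had an unadjusted p below 0.05 between miR-511 and negative control #1 mimic. This is 2.20% of the tested probes, and a threshold of 0.05 passes 5% of unchanged probes by chance, here 1132. No probe passed Benjamini-Hochberg adjustment over the tested probes, and the smallest adjusted p from limma was 0.790. The median size of the log2 fold change (log2FC) among the 498 probes was 0.45, and 38 of them changed by more than 1. For 69 of the 498 the signal was not well above background on either array of 1 treatment, so that their size is uncertain. Among the 359 that were well above background on all 4 arrays, the median was 0.40 and 15 changed by more than 1. The count depended on the processing. It was 265 after normexp background correction, 1029 without the filter on dim probes and 894 with the experiment number as a block in the fit. With each array left out in turn it lay between 516 and 1379, the highest value being reached without miR-511 mimic replicate 2. Leaving out an array breaks the pairing by experiment, so differences between the experiments enter those fits. Across probes, the log2 ratios of experiments 1 and 2 had a correlation of 0.038, and 51.0% of the tested probes changed in the same direction in both experiments. Among probes well above background on all 4 arrays, the largest fall past the unadjusted threshold with the same direction in both experiments was that of TMEM151B, measured on chromosome 6 of hg19 from 44244205 to 44244264. Its normalized log2 value was 5.27 ± 0.029 (SD, n = 2) with miR-511 mimic and 6.91 ± 0.023 (SD, n = 2) with the control mimic. Its log2FC was -1.65 (standard error 0.090, adjusted p = 0.790 from limma with Benjamini-Hochberg adjustment). This was close to the -1.64 (standard error 0.10) of ENST00000455622. After normexp background correction TMEM151B had a log2FC of -0.80 and was no longer the largest fall, as KIF5B had -1.29. This correction adds an offset of 50 to each intensity, which by itself shrinks the log ratios of dim probes. A second TMEM151B probe was not well above background on any array. The largest such rise of a probe with a gene symbol was that of SIRT7 on chromosome 17 from 79870294 to 79870353, with a log2FC of 1.26 (standard error 0.21, adjusted p = 1.00 from the same test). A brighter SIRT7 probe had a log2FC of -0.018. ESR1 on chromosome 6, from 152129048 to 152129107, had a log2FC of 1.14 (standard error 0.11), while 2 other ESR1 probes were not well above background on any array.

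**Figure D1:**
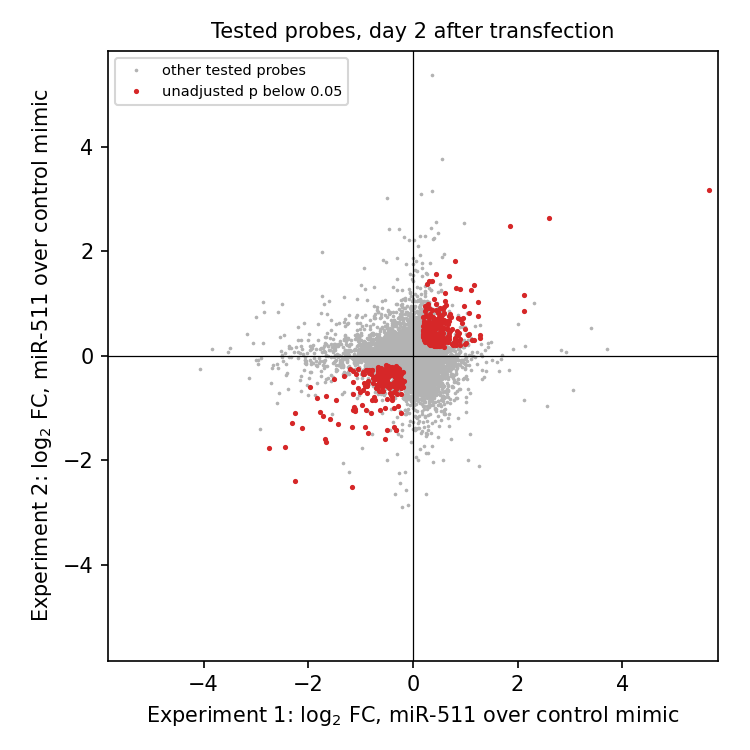
Log2FC of miR-511 over negative control #1 mimic for the 22638 tested probes, with experiment 1 on the horizontal and experiment 2 on the vertical axis. Each point is a probe, and red points are the 498 probes with an unadjusted p below 0.05, while the probes as a whole spread along both axes (correlation 0.038 over all of them).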

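Of the 498 probes past the unadjusted threshold, 211 were lower and 287 were higher with miR-511 mimic. The down-regulated share was thus 42.4% (95% Wilson interval 38.1% to 46.8%, which treats probes as independent and covers counting error alone). Scaling each array to its 75th percentile in place of quantile normalization gave a share of 54.8%, and keeping probes well above background on all 4 arrays gave 32.8%. With each array left out in turn, the share lay between 40.1% and 74.2%, and it was 74.2% without miR-511 mimic replicate 2. These fits, too, break the pairing by experiment. For 57 of the 211 lower probes the signal was not well above background on either miR-511 array, so that their fall has only a lower bound.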

The previously described miR-511 target genes were either not expressed above background (TRIB2 and CD80) or not differentially regulated (TLR4) on transcript level in this setting.

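The array carries 1 probe for TRIB2, on chromosome 2 of hg19 from 12880797 to 12880856, and 1 for CD80, on chromosome 3 from 119243684 to 119243743. Both were well above background on 0 of the 4 arrays, so no fold change is given for them. TLR4 is measured by 2 probes on chromosome 9, and both were well above background on all 4 arrays. The brighter one, from 120479236 to 120479295, had normalized log2 values of 8.98 ± 0.086 (SD, n = 2) with miR-511 mimic and 8.87 ± 0.027 (SD, n = 2) with the control mimic. Its log2FC was 0.11 (standard error 0.099). The second probe, from 120476856 to 120476915, went the other way with a log2FC of -0.10 (standard error 0.23). Both differences were smaller than 2 standard errors, and neither probe passed the unadjusted threshold of limma. With each array left out in turn, the second probe passed it once, without miR-511 mimic replicate 2.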

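All 15 genes of Table S1 had a tested probe, and 11 of them had at least 1 probe with an unadjusted limma p below 0.05. When each gene was represented by its brightest probe, 7 of the 15 passed, and 0 passed after adjustment over the list alone, which is not independent evidence because the study chose the genes on these arrays. Of the genes, 8 had 2 tested probes. MMP9, on chromosome 20 of hg19 from 44645121 to 44645180, had log2 values of 6.79 ± 0.12 (SD, n = 2) with miR-511 mimic and 6.36 ± 0.069 (SD, n = 2) with the control mimic. Its log2FC was 0.42 (standard error 0.11), past the unadjusted threshold. IL1B, on chromosome 2 from 113587429 to 113587488, had a log2FC of 0.29 (standard error 0.10), also past it. Leaving out any 1 array moved IL1B above the threshold, and leaving out 3 of the 4 arrays in turn did so for MMP9. CCL2, on chromosome 17 from 32584050 to 32584109, was higher by 0.68 in experiment 1. In experiment 2 it was also higher, but its control signal there was not well above background, so that the size of the difference is uncertain. As its level also differed between the experiments, the log2FC of 0.69 had a standard error of 0.35 and did not pass. With the experiment number as a block CCL2 passed, and IL1B did not. CCND1, on chromosome 11 from 69468233 to 69468292, had log2 values of 5.81 ± 0.19 (SD, n = 2) and 6.03 ± 0.019 (SD, n = 2) with miR-511 and control mimic. Its log2FC of -0.22 (standard error 0.13) did not pass. PDGFA had a log2FC of -0.62 (standard error 0.27, not past the threshold) at the probe on chromosome 7 from 536929 to 536988, which passed with the block, and of -0.14 at a brighter probe from 557032 to 557091. FGFR3 had a log2FC of -0.40 (standard error 0.100, past the threshold) at its dimmer probe on chromosome 4, from 1809054 to 1809113, and of -0.16 at the brighter one from 1810363 to 1810422. Other genes also passed the threshold at 1 of 2 probes. KDM2B had a log2FC of -1.28 at the brighter probe, which did not pass with the block, and 0.038 at the other. NSD1 had 0.045 at the brighter probe and 0.64 at the other, whose size is uncertain because 1 control array was not well above background. For RAPGEF3 and PTP4A3 the brighter probe was not called. Their called probes were not well above background on either miR-511 array, which bounds the fall at at least 1.90-fold for RAPGEF3 and at least 2.05-fold for PTP4A3. These bounds set the mean of the control arrays against the higher of the probe's own value and the lowest value of any probe well above background on each miR-511 array. They take no account of sampling error. The lowest with an array left out was 1.83-fold for RAPGEF3 and 1.84-fold for PTP4A3. MAPK11, NEK8 and SPAG6 were lower at the called probe and SMURF2 was higher, while neither PARP1 probe was called. With each array left out in turn, NEK8, SPAG6 and SMURF2 each lost the call in 3 of the 4 fits, and MAPK11 and KDM2B in 2 of them.

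**Figure D2:**
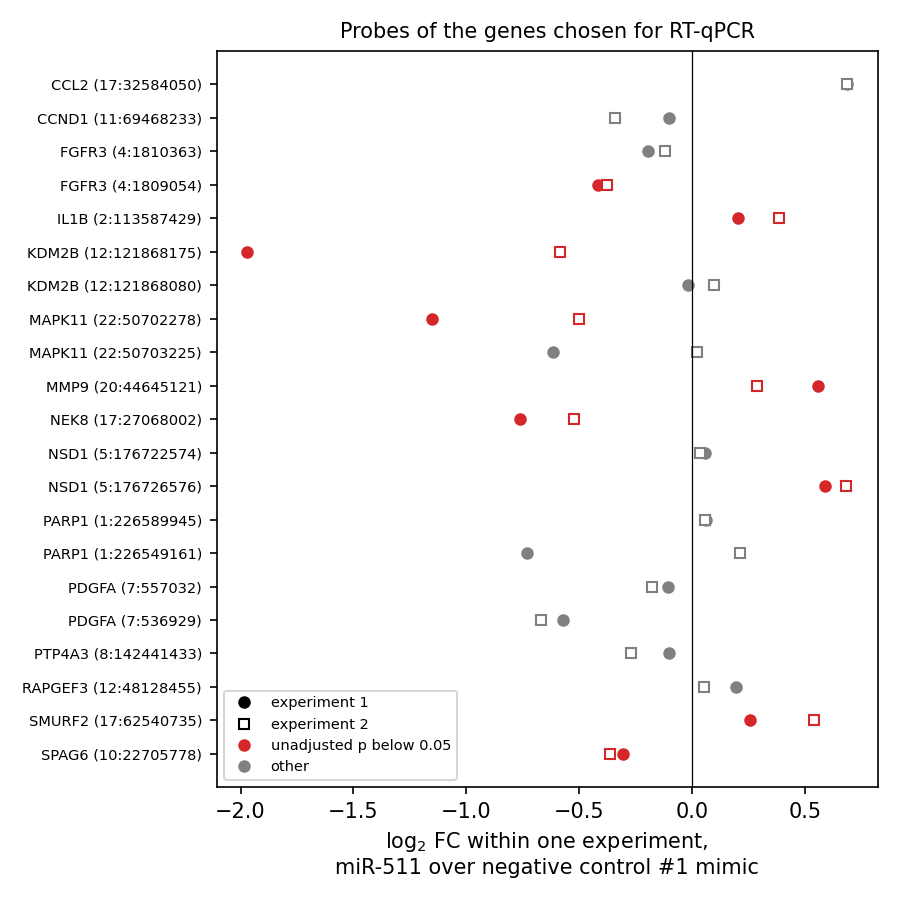
Log2FC of miR-511 over negative control #1 mimic in experiment 1 (filled circles) and experiment 2 (open squares), on the horizontal axis, for the tested probes of the 15 genes, each labelled with its chromosome and start in hg19. Red marks an unadjusted limma p below 0.05, and the RAPGEF3 and PTP4A3 probes with only a bound are left out. Experiment 2 of CCL2 and of the called NSD1 probe rests on a control signal not well above background. The called KDM2B probe lies at -1.97 and -0.59 in the respective experiments.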

Based on links to leukemia or cancer via functional disease ontology (FunDO [25], Additional file 4) or literature research, we selected 15 out of 627 differentially expressed genes after miR-511 up-regulation in THP1 cells for confirmation via RT-qPCR (Additional file 2: Table S1). Of these, five genes were confirmed to be significantly differentially regulated after miR-511 transfection in three additional independent replicate experiments (Fig. 3). These were the up-regulated genes chemokine (C-C motif) ligand 2 (*CCL2*), matrix metallopeptidase 9 (*MMP9*) and interleukin 1 beta (*IL1B*) as well as the down-regulated genes cyclin D1 (*CCND1*) and platelet-derived growth factor alpha polypeptide (*PDGFA*). For fibroblast growth factor receptor 3 (*FGFR3*) a trend towards down-regulation was observed (Fig. 3).

**Fig. 3:**
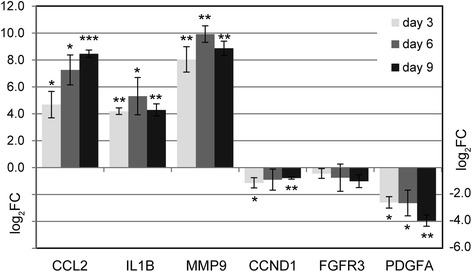
MiR-511 dependently expressed gene transcripts. Subsequent to introduction of miR-511 mimics in THP1 cells, differential expression of a subset of potentially important transcripts identified in the gene expression screen was verified in three additional independent experiments via RT-qPCR on experimental days 3, 6 and 9. Columns indicate log2 fold change (log_2_FC) between miR-511 and negative control #1 mimic treatments. Bars indicate standard error. * *p* < 0.05, ** *p* < 0.005, *** *p* < 0.0005

### MiR-511 directly regulates cyclin D1

For the three genes which were down-regulated on transcriptional level after miR-511 treatment (*CCND1*, *FGFR3* and *PDGFA*), luciferase reporter assays were performed to test for direct miR-511 targeting. Full-length 3′UTRs of these transcripts were cloned into siCHECK2 vector. *FGFR3*- and *PDGFA*-3′UTRs were not affected by miR-511 in dual luciferase assays while *CCND1*-3′UTR was targeted by miR-511 as indicated by significantly reduced *Renilla* luciferase signals (Fig. 4).

**Fig. 4:**
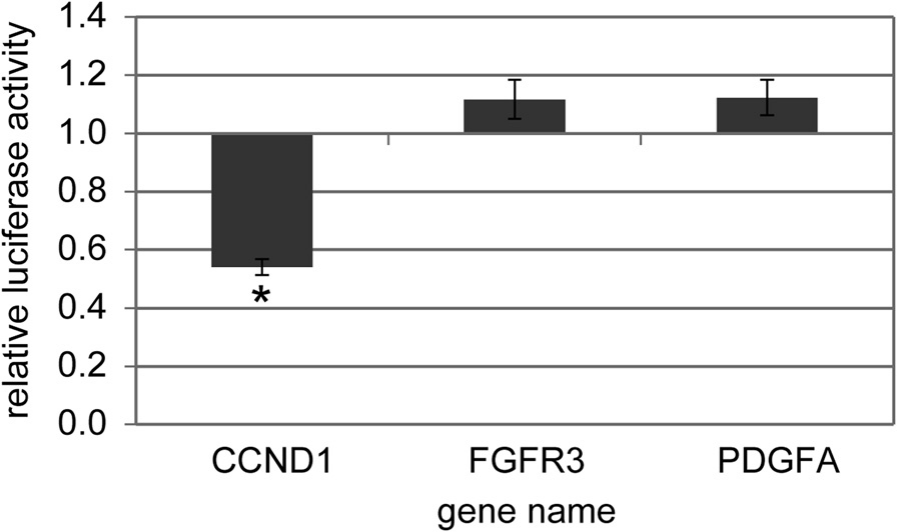
Effect of miR-511 mimic on 3′UTRs of selected genes in a dual luciferase reporter assay. Columns represent mean over five independent experiment, bars indicate standard error of the mean. * *p* < 0.05 in all replicate experiments

To further validate the direct interaction and to determine which binding sites for miR-511 are relevant for *CCND1* regulation, seed sequences of predicted binding sites were deleted (Fig. 5a, b) and again dual luciferase assays were performed. Here, binding site 1 did contribute significantly to *CCND1*-downregulation although only to a small extent, while binding site 2 deletion was able to completely abrogate regulation through miR-511 (Fig. 5c). Parallel deletion of both binding sites even led to an up-regulation of protein expression (Fig. 5c).

**Fig. 5:**
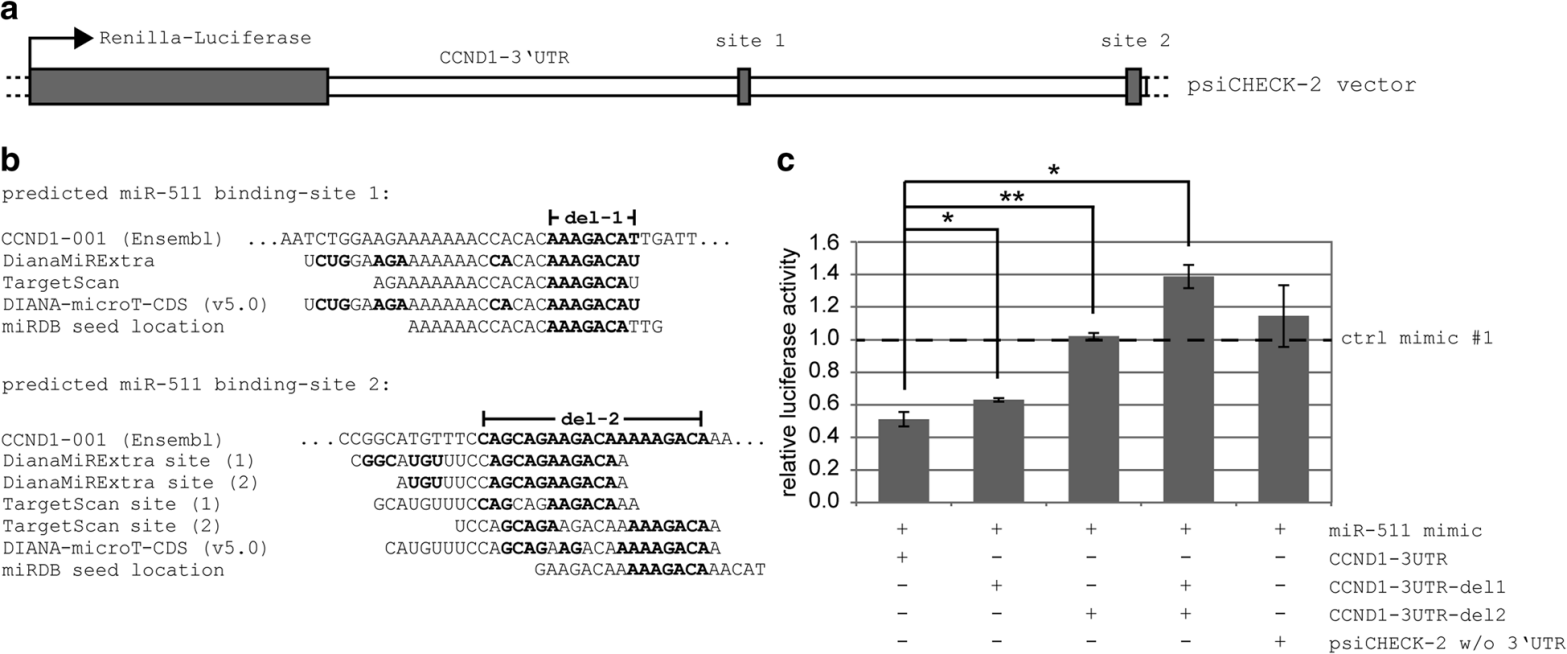
Effect of miR-511 on *CCND1*-3′UTR with and without deletion of miR-511 binding site seed regions. **a** Structural map of siCHECK2 vector: Wildtype full length *CCND1*-3′UTR consists of 3192 nucleotides and was cloned into the multiple cloning region located downstream of the *Renilla* luciferase translational stop codon of siCHECK-2 vector. Predicted miR-511 binding sites are indicated. **b** Sequence of miR-511 binding sites as predicted by the indicated algorithms. *CCND1*-3′UTR nucleotides complementary to miR-511 are indicated in bold. Positions 2738–2745 of *CCND1*-001 Ensemble transcript variant were deleted for binding site 1 seed region (del-1) and positions 4251–4270 for binding site 2 seed region (del-2). **c** Effect of miR-511 mimic on *CCND1*-3′UTR with and without seed region deletions in dual luciferase reporter assay. Columns represent mean over three independent experiments, bars indicate standard deviation; * p ≤ 0.05; ** p ≤ 0.005; w/o, without

This phenomenon could be theoretically due to an off-target binding of the employed negative control mimic to the *Renilla* luciferase- or the subsequent 3′UTR-sequence. However, using negative control mimic #2 and no mimic as further controls did yield similar results as with negative control mimic #1 and thus disagree with this hypothesis. Another possible explanation would be an off-target binding of miR-511 to the housekeeping firefly luciferase sequence, however, sequence comparisons do not support this possibility and, more importantly, the luciferase expression from the vector without 3′UTR is not affected by miR-511 treatment (compared to negative control mimics or no mimic). We thus currently cannot define the cause of the up-regulatory effect of miR-511 in luciferase assays when both binding sites were deleted from *CCND1*-3′UTR. However, the employed controls indicated that this observation was not due to a miRNA-mimic off-target binding and that the effect is dependent on the presence of *CCND1*-3′UTR.

### MiR-511 reduces cyclin D1 protein level and percentage of cells in S-phase in THP1

In the next step we examined the effect of miR-511 on the protein expression of cyclin D1 (*CCND1*) via flow cytometric analysis of cyclin D1 stained THP1 cells transfected either with miR-511 or control #1 mimic. Time course experiments showed a trend towards reduced cyclin D1 protein expression on day 6 and significant reduction on day 9 after miR-511 mimic treatment (Fig. 6a).

**Fig. 6:**
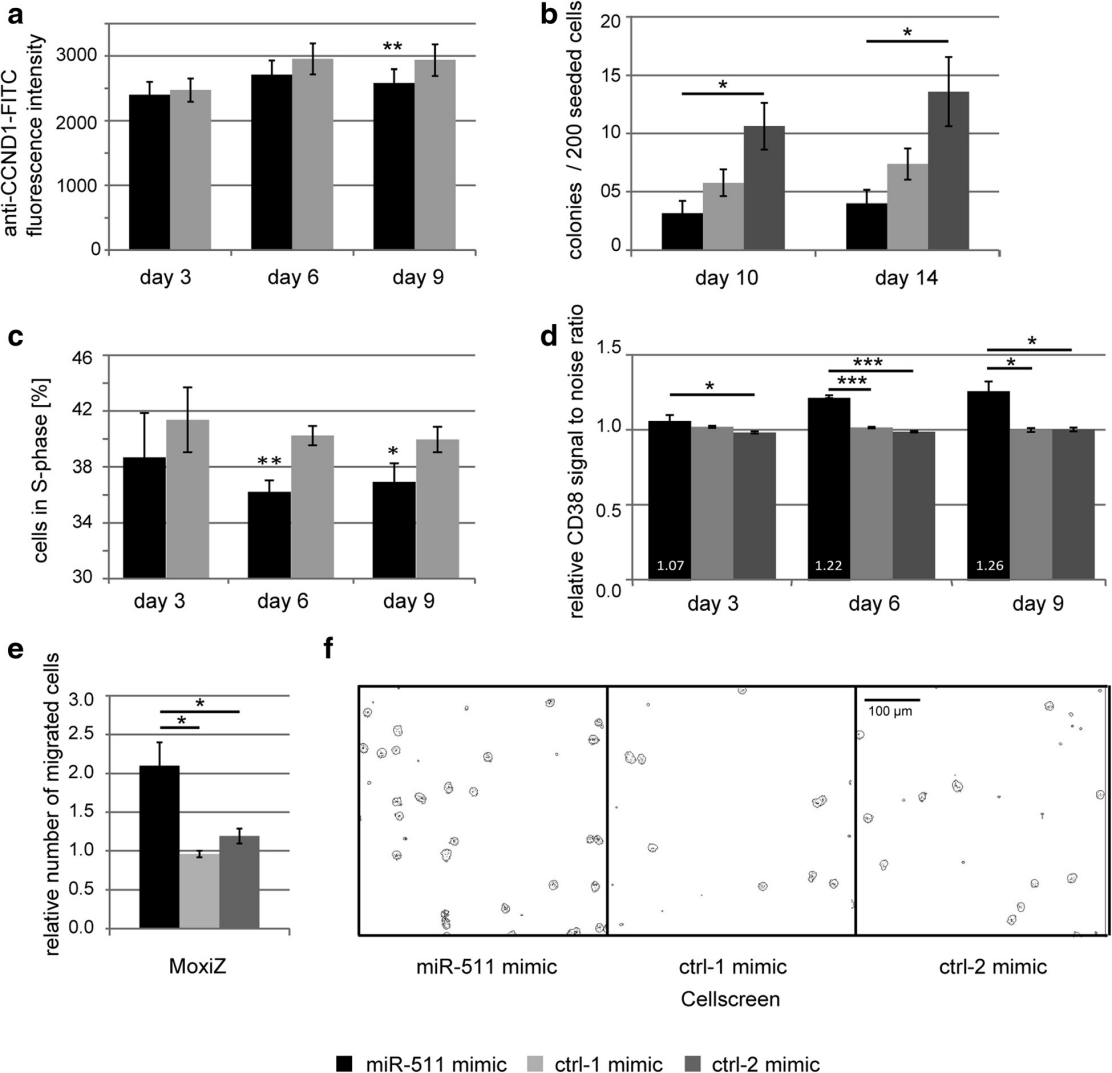
Cellular effects of miR-511 mimic treatment in THP1 cells. **a** Effect of miR-511 mimic treatment on cyclin D1 protein expression of THP1 cells measured by flow cytometry (median fluorescence intensity). **b** Mean colony number formed by THP1 cells 10 and 14 days after having been transfected three times over a time frame of 10 days with miRNA mimics. **c** Effect of miR-511 mimic treatment on proportion of THP1 cells in S-phase. **d** Effect of miR-511 mimic on surface expression of monocytic marker CD38. **e** Effect of miR-511 mimic treatment on migratory capability of THP1. On day 8 after miRNA mimic transfection, cells were left migrating through 5 μm transwells for 20 h. Number of migrated cells was counted via MoxiZ cell counter and Cellscreen microscopy with equal results. **f** Representative pictures of Cellscreen microscopy of migrated THP1 cells are shown. Columns show mean over four (**a**, **c**) or three (**b**, **d**, **e**) independent experiments, bars indicate standard error of the mean. Black: miR-511 mimic treatment, light grey: negative control #1 mimic treatment (ctrl-1 mimic), dark grey: negative control #2 mimic treatment (ctrl-2 mimic). * *p* < 0.05; ** *p* < 0.005

Due to the experimental design with reseeding of cells prior to mimic transfections, cell proliferation could only be assessed over a period of 3 days in a row, within which no significant difference between miR-511 mimic and control mimic treatments was observed. Concerning an effect of miR-511 on the colony formation capacity of THP1 monoblasts, we observed a significant reduction of colony numbers after miR-511 mimic treatment when compared to negative control #2 mimic (p 0.02 for day 10 and 14), but only a trend towards reduced colony numbers when compared to negative control #1 mimic (p 0.15 and 0.11 for day 10 and 14 respectively, Fig. 6b).

Cyclin D1 is required for cell cycle G1/S transition [30]. To test for the corresponding functional effect of miR-511, we determined the cell cycle distribution of THP1 cells in miRNA mimic experiments via flow cytometry. Indeed, the percentage of cells in S-phase was significantly reduced in miR-511 mimic treatments on experimental days 6 and 9 (Fig. 6c).

### MiR-511 is associated with differentiation in THP1 cells

Cyclin D1 has been described to inhibit ligand-induced PPAR-gamma function [31] while ligand activation of the PPAR-gamma/retinoid X receptor-alpha heterodimer in myelomonocytic cell lines is known to induce monocytic differentiation [32, 33]. Thus, expression of the miR-511 target cyclin D1 may indirectly influence monocytic differentiation. Additionally, miR-511 has been described to be upregulated after differentiating human blood monocytes into macrophages [29]. Concordantly, we observed miR-511 to be significantly upregulated (10.8-fold) 24 h after inducing differentiation of THP1 cells via 5 ng/ml phorbol 12-myristate 13-acetate (PMA) in three independent experiments (*p* < 0.05). In this setting, cellular differentiation was confirmed via cell adherence, morphological changes (cell protrusions, fusiform cells) and growth arrest. Additionally, although representing more differentiated cell types, we observed the leukemic cell lines THP1 and K562 to express similar low levels of miR-511 as primary CD34+ hematopoietic stem/progenitor cells, while primary CD14+ monocytes expressed significant higher miR-511 levels (Fig. 7).

**Fig. 7:**
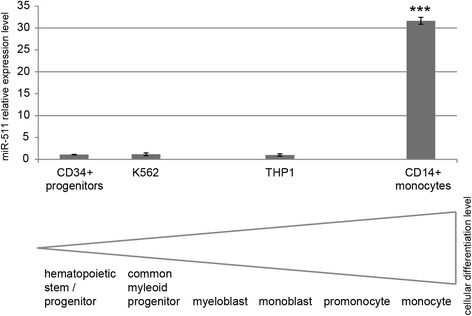
Mir-511 expression levels in primary hematopoietic stem / progenitor cells, leukemic cell lines and primary monocytes. MiR-511 expression level is shown in relation to the cellular differentiation level. *** *p* < 0.0005

In this context, we asked if miR-511 is able to promote cellular differentiation in the AML cell line THP1. For this purpose, we treated THP1 cells with miR-511 mimic or negative control mimics and analysed the expression of surface myeloid differentiation marker CD11b and CD38 [34] via flow cytometry. While CD11b was not expressed above background (isotype control) in any treatment (Additional file 2: Figure S4), CD38 signal to noise ratio was significantly higher in miR-511 treated compared to both negative control mimic treated THP1 cells and this effect intensified over the experimental time course (Fig. 6d). Compared to CD14+ monoblasts, untreated THP1 cells expressed 4.8-fold higher levels of CD38.

MiR-511 may thus exert pro-differentiation roles in THP1 cells, as in addition to being a marker for myeloid differentiation, CD38 has been described to promote cellular differentiation of HL-60 cells in response to 1,25-dihydroxyvitamin D3 and retinoic acid [34]. As CD38 is not a predicted target of miR-511 via TargetScan, this effect of miR-511 on monocytic differentiation is likely mediated via other target genes.

### MiR-511 augments migratory capability of THP1 cells

Migratory capability of myeloid cells is closely linked to their differentiation status: during normal monocyte maturation, cells gain the capability of locomotion [35]. In contrast to mature monocytes, AML monoblasts appear to lack the apparatus necessary for locomotion as neither chemotaxis nor random migration could be detected in this primary cell type [35].

We thus asked, if miR-511 expression is able to raise the migratory capability – as a sign of differentiation – of THP1 monoblasts. Indeed, we were able to observe that miR-511 mimic treatment significantly augments the capability of THP1 cells to migrate through 5 μm transwells (Fig. 6e).

## Discussion

We employed a quantitative profiling technique (LDAs) to analyze differential expression of miRNAs after efficient and specific MLL-AF9 depletion in THP1 cells and validated the results by single assay RT-qPCR for a subset of deregulated miRNAs. We excluded off-target effects by employing two distinct *MLL-AF9*-targeting as well as two distinct non-targeting control siRNA treatments and detected 21 miRNAs to be differentially expressed in *MLL-AF9* knockdown versus control treatments.

A causal explanation is still lacking for the majority of aberrantly expressed miRNAs in acute leukemia and aberrant expression of neighboring genes, genomic aberrations and specific regulatory factors can only explain the minority of dysregulated miRNAs [36]. Our study however, focused on the role of the epigenetic regulator MLL-AF9 alone, so that the observed differential regulation of miRNAs may be attributed to this factor.

MiR-196b has been previously described to be upregulated by MLL-AF9 employing Mll knockout or exogenous Mll / Mll-Af9 transduced murine cells [37–39]. We, however, observed a divergent expression of miR-196b levels between the two non-targeting control siRNA treatments which led to the exclusion of this miRNA from our differential miRNA expression signature. This observation suggests that siRNAs may have direct or indirect off-target effects not only on mRNA expression but also on miRNAs and corroborates the importance of using adequate controls for off-target effects in siRNA studies. The high stringency of our experimental design might thus explain the relatively low number of differentially expressed miRNAs we detected. Because miRNA processing is a specifically regulated process [12], it is not surprising that we did not detect miRNA host-genes to be differentially expressed in our data set.

Recently, in a number of *in vivo* studies, miRNAs have been found to be differentially expressed among distinct cytogenetic groups of AML. However, the specific signatures differed among studies, most likely due to the lack of standardized methods used by different groups [40]. This also includes the use of different miRNA profiling platforms and versions resulting in diverse coverages of quantified miRNAs. Nevertheless, some concordance was detected between our *in vitro* data set and previously published *in vivo* data. MiR-219 was described to be upregulated in AML with MLL-AF6 and MLL-AF9 versus other AML cases [41], while miR-589 was observed to be upregulated in MLL-rearranged AML versus normal controls [42].

To interpret possible functional and biological effects of the MLL-AF9 dependently expressed miRNAs, we employed *in silico* gene ontology analyses from 1) known direct as well as 2) predicted mRNA targets of these miRNAs. While the first analysis approach has the advantage to be based on *bona fide* MTIs instead of more or less reliable predictions, it is limited by the fact that only a small portion of actual MTIs have been experimentally validated up to date and thus this analysis can only yield a partial view on the actual roles the involved miRNAs play. The analysis approach employing predicted MTIs on the other hand is able to represent all miRNAs and a much larger proportion of target interactions, but will be hindered by false positive as well as false negative MTIs. To obtain the best possible comprehensive and reliable view on the functional roles these miRNAs play, we employed both analysis approaches.

We detected the known direct targets of our set of MLL-AF9 dependently expressed miRNAs to be mainly involved in proliferation and apoptosis, in functions related to monocyte / macrophage differentiation as well as in transcriptional regulation and cancer. Five of the miRNAs (miR-137, −214-3p, −301a-3p, −330-3p and −383-5p) emerged to possess target genes affecting all of these four categories, which may imply their relevance for leukemia. The gene ontology analysis of *in silico* predicted direct targets of MLL-AF9 dependently expressed miRNA implied cell cycle promoting and checkpoint decreasing roles as well as stem cell supporting and cellular stress response suppressive roles for these miRNAs.

To predict which biological functions may be predominantly influenced by MLL-AF9 via miRNA expression (as opposed to direct gene regulatory effects of MLL-AF9), we compared the gene ontology results from our previously published MLL-AF9 dependent gene expression profile [7] with the gene ontology results from known and predicted target genes of MLL-AF9 dependently expressed miRNAs. This analysis indicated that the cell cycle, Wnt signaling, adhesion, myeloid differentiation as well as the cellular response to stress may be preferentially influenced by MLL-AF9 via miRNA expression.

We observed enriched influence of MLL-AF9 on downstream transcriptional regulators both, via gene expression targeting as well as via miRNA expression targeting of MLL-AF9. However, due to the relative difficulty to therapeutically target transcription factors, e.g. via small molecule drugs, manipulation of these miRNAs may present a promising future opportunity to therapeutically target deregulated gene expression in MLL-AF9 positive leukemia.

Altogether, these gene ontology analyses show that the MLL-AF9 dependently expressed miRNAs are presumably involved in many leukemia relevant functions. Is has to be stressed however, that these analyses are not able to take into account the extent of MLL-AF9 dependent miRNA expression strength. Additionally, targeting of single gene transcripts by a miRNA is dependent on the cellular context and e.g. the present amount of transcripts from other direct target genes of that miRNA. Thus, while these analyses may suggest certain functional roles of the set of MLL-AF9 differentially regulated miRNAs in the context of leukemia, these functions will have to be experimentally validated.

To venture into this direction, we subsequently analyzed targets and functional roles of miR-511, which was one of the most deregulated miRNAs by MLL-AF9. To this end, we employed miRNA mimic mediated up-regulation of miR-511 in THP1 cells and subsequently analyzed a comprehensive gene expression profile as well as effects on functional level.

We were able to validate significant and strong up-regulatory effects of miR-511 on the expression of *CCL2*, *MMP9* and *IL1B* and significant down-regulatory effects on *PDGFA* and cyclin D1. Possible anti-leukemic roles of miR-511 via anti-angiogenesis, anti-proliferative as well as pro-differentiation and pro-immunosurveillance effects is suggested by known roles of these downstream genes in chemotactic activity [43], AML immunosurveillance [43], hematopoietic progenitor cell mobilization [44], macrophage migration [45], monocytic differentiation [46, 47] and tumor cell proliferation, angiogenesis and metastasis [48]. As such, miR-511 might be e.g. an alternative way to raise immunosurveillance against AML monoblasts via its effect to induce *CCL2* expression.

In addition to its classical role as cell cycle promoter, cyclin D1 has been reported to be involved in cancer drug resistance by being suppressed by a miRNA (let-7b), to be essential for migration in macrophages [49, 50] and might be indirectly involved in monocytic differentiation via inhibition of PPAR-gamma function [31], as the PPAR-gamma/retinoid X receptor-alpha heterodimer in myelomonocytic cell lines is known to induce monocytic differentiation [32]. Concordantly, we found miR-511 expression to be significantly higher in monocytes as compared to leukemic cell lines and hematopoietic stem/progenitor cells.

As miRNAs primarily act via post-transcriptional gene repression, the observed up-regulatory effects of miR-511 on *CCL2*, *MMP9* and *IL1B* may be indirect. Although this does not necessarily lessen their importance in miR-511 mediated cellular functions, we aimed at validating direct miR-511 targets. To this end we preformed dual luciferase assays with cloned full-length 3′-UTR sequences of *CCND1*, *FRFG3* and *PDGFA* and confirmed a significant repressive effect of miR-511 mimic on cyclin D1 3′UTR. We further succeeded to experimentally confirm miR-511 binding sites within the *CCND1* 3′UTR which validated cyclin D1 as a direct and specific target of miR-511. While cyclin D1 is not a direct target of *MLL* or *MLL* fusion genes such as *MLL-AF9* [51], this observation is in concordance with the likelihood of miR-511 targeting as predicted via TargetScan, which yielded a context + score of −0.43 for cyclin D1, while indicating a lower probability for *FGFR3* and *PDGFA* of being a miR-511 target (context + score −0.11 and not predicted, respectively).

Although the luciferase assays demonstrated cyclin D1 to be a direct target of miR-511, this experimental approach presents a relatively artificial system with overexpression of the target gene 3′UTR cloned into a luciferase vector and introduced into HEK cells. To address the regulation within the relevant cellular context, we additionally confirmed a suppressive effect of miR-511 on cyclin D1 protein expression in THP1 monoblasts via flow cytometry.

We further aimed to define cellular and functional consequences of miR-511 expression in the context of AML monoblasts. To this end, we were able to provide evidence for miR-511 to reduce the proportion of cells in S-phase of the cell cycle and to increase the migratory capability of the cells. Even though we detected THP1 cells to express 4.8-fold higher levels of CD38 compared to human primary CD14+ monocytes, CD38 is an early myeloid differentiation marker in myeloblasts [52] and, importantly, a known differentiation promoting ectoenzyme receptor [34]. Thus, miR-511 expression may promote monoblast differentiation as indicated by the raised expression of CD38.

As we did not observe significant effects on cellular proliferation within the experimental time frame (up to three days), these observations primarily suggest a role of miR-511 in monoblast differentiation, as cell cycle, cyclin D1 as well as migratory capability are also linked to myeloid differentiation: cell cycle lengthening is important for macrophage differentiation (e.g. via leading to an accumulation of the hematopoietic transcription factor PU.1) [53], decrease of cyclin D1 may induce monocytic differentiation via raised PPAR-gamma/retinoid X receptor-alpha function [31, 32] and migratory capability / locomotion is a trait gained during monoblastic differentiation [35]. Thus, besides a potential therapeutic use in leukemia vaccination approaches via its strong up-regulatory effect on *CCL2* expression which is known to raise immunosurveillance [43], miR-511 may prove useful in differentiation treatment strategies. The latter therapeutic approaches stimulate the leukemic cells to differentiate while often simultaneously inducing growth arrest and apoptosis [33]. Due to their usually low toxicity profile, these differentiation treatments may be especially useful in combination regimens with cytotoxic chemotherapies [33].

## Conclusions

We here present a *MLL-AF9* dependent miRNA expression profile encompassing 21 miRNAs and interpret the signature’s consequences via gene ontology analyses to influence a wide array of cellular functions important for leukemia maintenance. A comparison to functional roles of *MLL-AF9* dependent gene expression suggested that the cell cycle, Wnt signaling, the cellular response to stress, adhesion as well as myeloid differentiation may be preferentially influenced by *MLL-AF9* via miRNA expression. Furthermore, many transcriptional regulators are among the known and predicted miRNA target genes and thus therapeutic miRNA manipulation may present a possibility to target these hard-to-drug proteins in the future. We further present miR-511, which is strongly repressed by *MLL-AF9*, to upregulate *CCL2*, a chemokine ligand important for immunosurveillance, to directly target the key cell cycle regulator cyclin D1, to inhibit cell cycle progression, to increase cellular migration and to promote monoblastic differentiation. With these effects, miR-511 may have a potential therapeutic use as a pro-differentiation agent as well as in leukemia vaccination approaches.

## Additional files

Additional file 1:
**All (non-filtered) gene ontology results of known miRNAs targets.** DAVID gene ontology analysis was performed for all THP1-expressed, validated direct targets (extracted from miRTarBase) of *MLL-AF9* knockdown associated miRNAs. This file includes all extracted MTIs extracted from miRTarBase as well as all gene ontology results from DAVID analysis (clustered and non-clustered terms). (XLSX 125 kb) Additional file 2: Figure S1: Correlation between miRNA data from LDA and single assay RT-qPCR after *MLL-AF9* knockdown in THP1 cells. **Figure S2:** MiRNA-target gene associated functional annotation terms identified via DAVID (MiRTarBase targets). **Figure S3:** Venn diagram of miRNAs involved in relevant biological functions. **Figure S4:** Effect of miR-511 mimic on surface expression of monocytic marker CD11b. **Table S1:** RT-qPCR Primer information (DOC 673 kb) Additional file 3:
**All (non-filtered) gene ontology results of predicted miRNAs targets.** DAVID gene ontology analysis was performed for all THP1-expressed targets predicted via TargetScan with a minimum context + score of 0.4 of *MLL-AF9* knockdown associated miRNAs. This file includes all predicted MTIs as well as all gene ontology results from DAVID analysis (clustered and non-clustered terms) with a *p*-value below 0.1 and a fold enrichment above 1.5. (XLSX 475 kb) Additional file 4:
**Functional disease ontology (FunDO) analysis results of genes differentially regulated by miR-511 mimic treatment.** Analysis was used to extract leukemia and cancer related genes. 

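The sheets of this file list 11 leukemia genes and 24 cancer genes that FunDO, a tool that links genes to disease terms, drew from the study's differentially expressed genes. In the arrays of day 2, 6 of the leukemia genes and 21 of the cancer genes had a probe that could be tested. Of these, 5 leukemia genes and 15 cancer genes had a probe with an unadjusted limma p below 0.05. Among the leukemia genes, 3 were higher and 2 were lower with miR-511 mimic at the called probe. Among the cancer genes 7 were higher and 7 lower, and ALOX15 had called probes in both directions. CD248 had a log2FC of 0.56 (standard error 0.092) and LRP1 a log2FC of 0.53 (standard error 0.090), both past the threshold. A second LRP1 probe was well above background on 1 control array and on neither miR-511 array. ERBB3 had a log2FC of 0.21 at its brightest probe. Its called probe was not well above background on either miR-511 array and fell by at least 1.95-fold (1.85-fold without negative control #1 mimic replicate 2). In LILRB4, PER3, RAPGEF3 and RBMX, too, a brighter probe went in the opposite direction to the called one. IL1A was not well above background on any array. CTNND1 had a log2FC of 0.083 (standard error 0.11), not past the threshold.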

(XLSX 22 kb)

# Supplementary material for: The leukemogenic fusion gene MLL-AF9 alters microRNA expression pattern and inhibits monoblastic differentiation via miR-511 repression
**Source:** J Exp Clin Cancer Res. 2016 Jan 13;35:9. doi: 10.1186/s13046-016-0283-5
**Supplement:** Additional file 2: Figure S1: — Correlation between miRNA data from LDA and single assay RT-qPCR after MLL-AF9 knockdown in THP1 cells. Figure S2: MiRNA-target gene associated functional annotation terms identified via DAVID (MiRTarBase targets). Figure S3: Venn diagram of miRNAs involved in relevant biological functions. Figure S4: Effect of miR-511 mimic on surface expression of monocytic marker CD11b. Table S1: RT-qPCR Primer information

Additional file 2

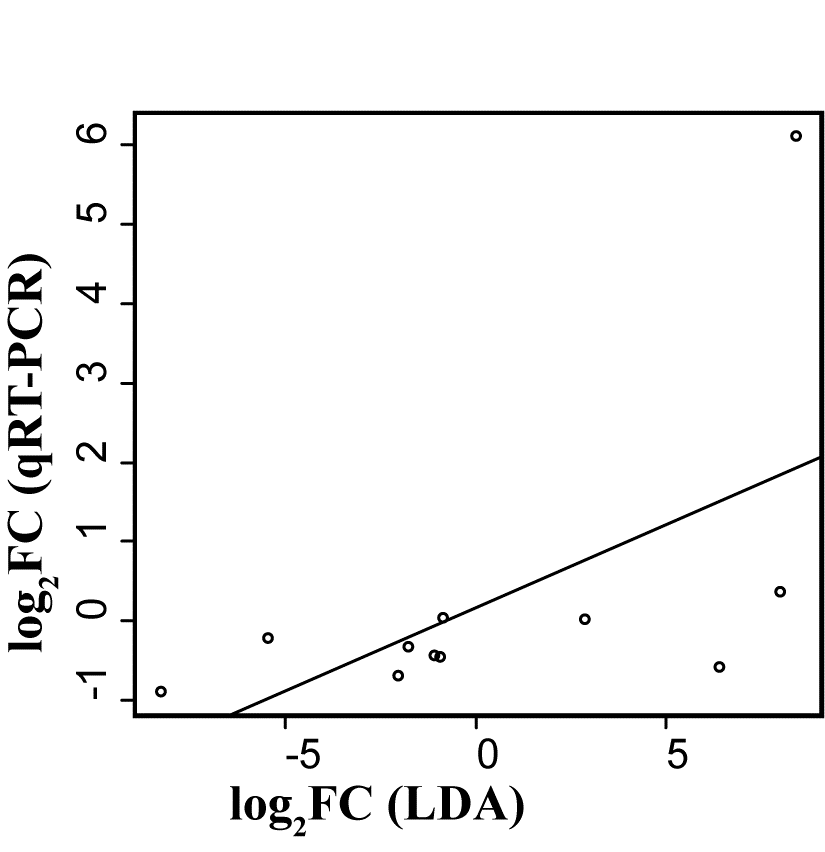

Additional file 2: Figure S1: **Correlation between miRNA data from LDA and single assay RT-qPCR after *MLL-AF9* knockdown in THP1 cells.** To test reliability of miRNA TaqMan low density array (LDA) data, single-assay RT-qPCR was performed for 11 miRNAs (which showed differential expression in LDA results) in additional sample pools of 2 independent experiments (significant correlation, Spearman’s *Rho* = 0.66, p=0.03). Linear regression (black line) and Spearman’s rank correlation coefficients including p values were calculated with R.

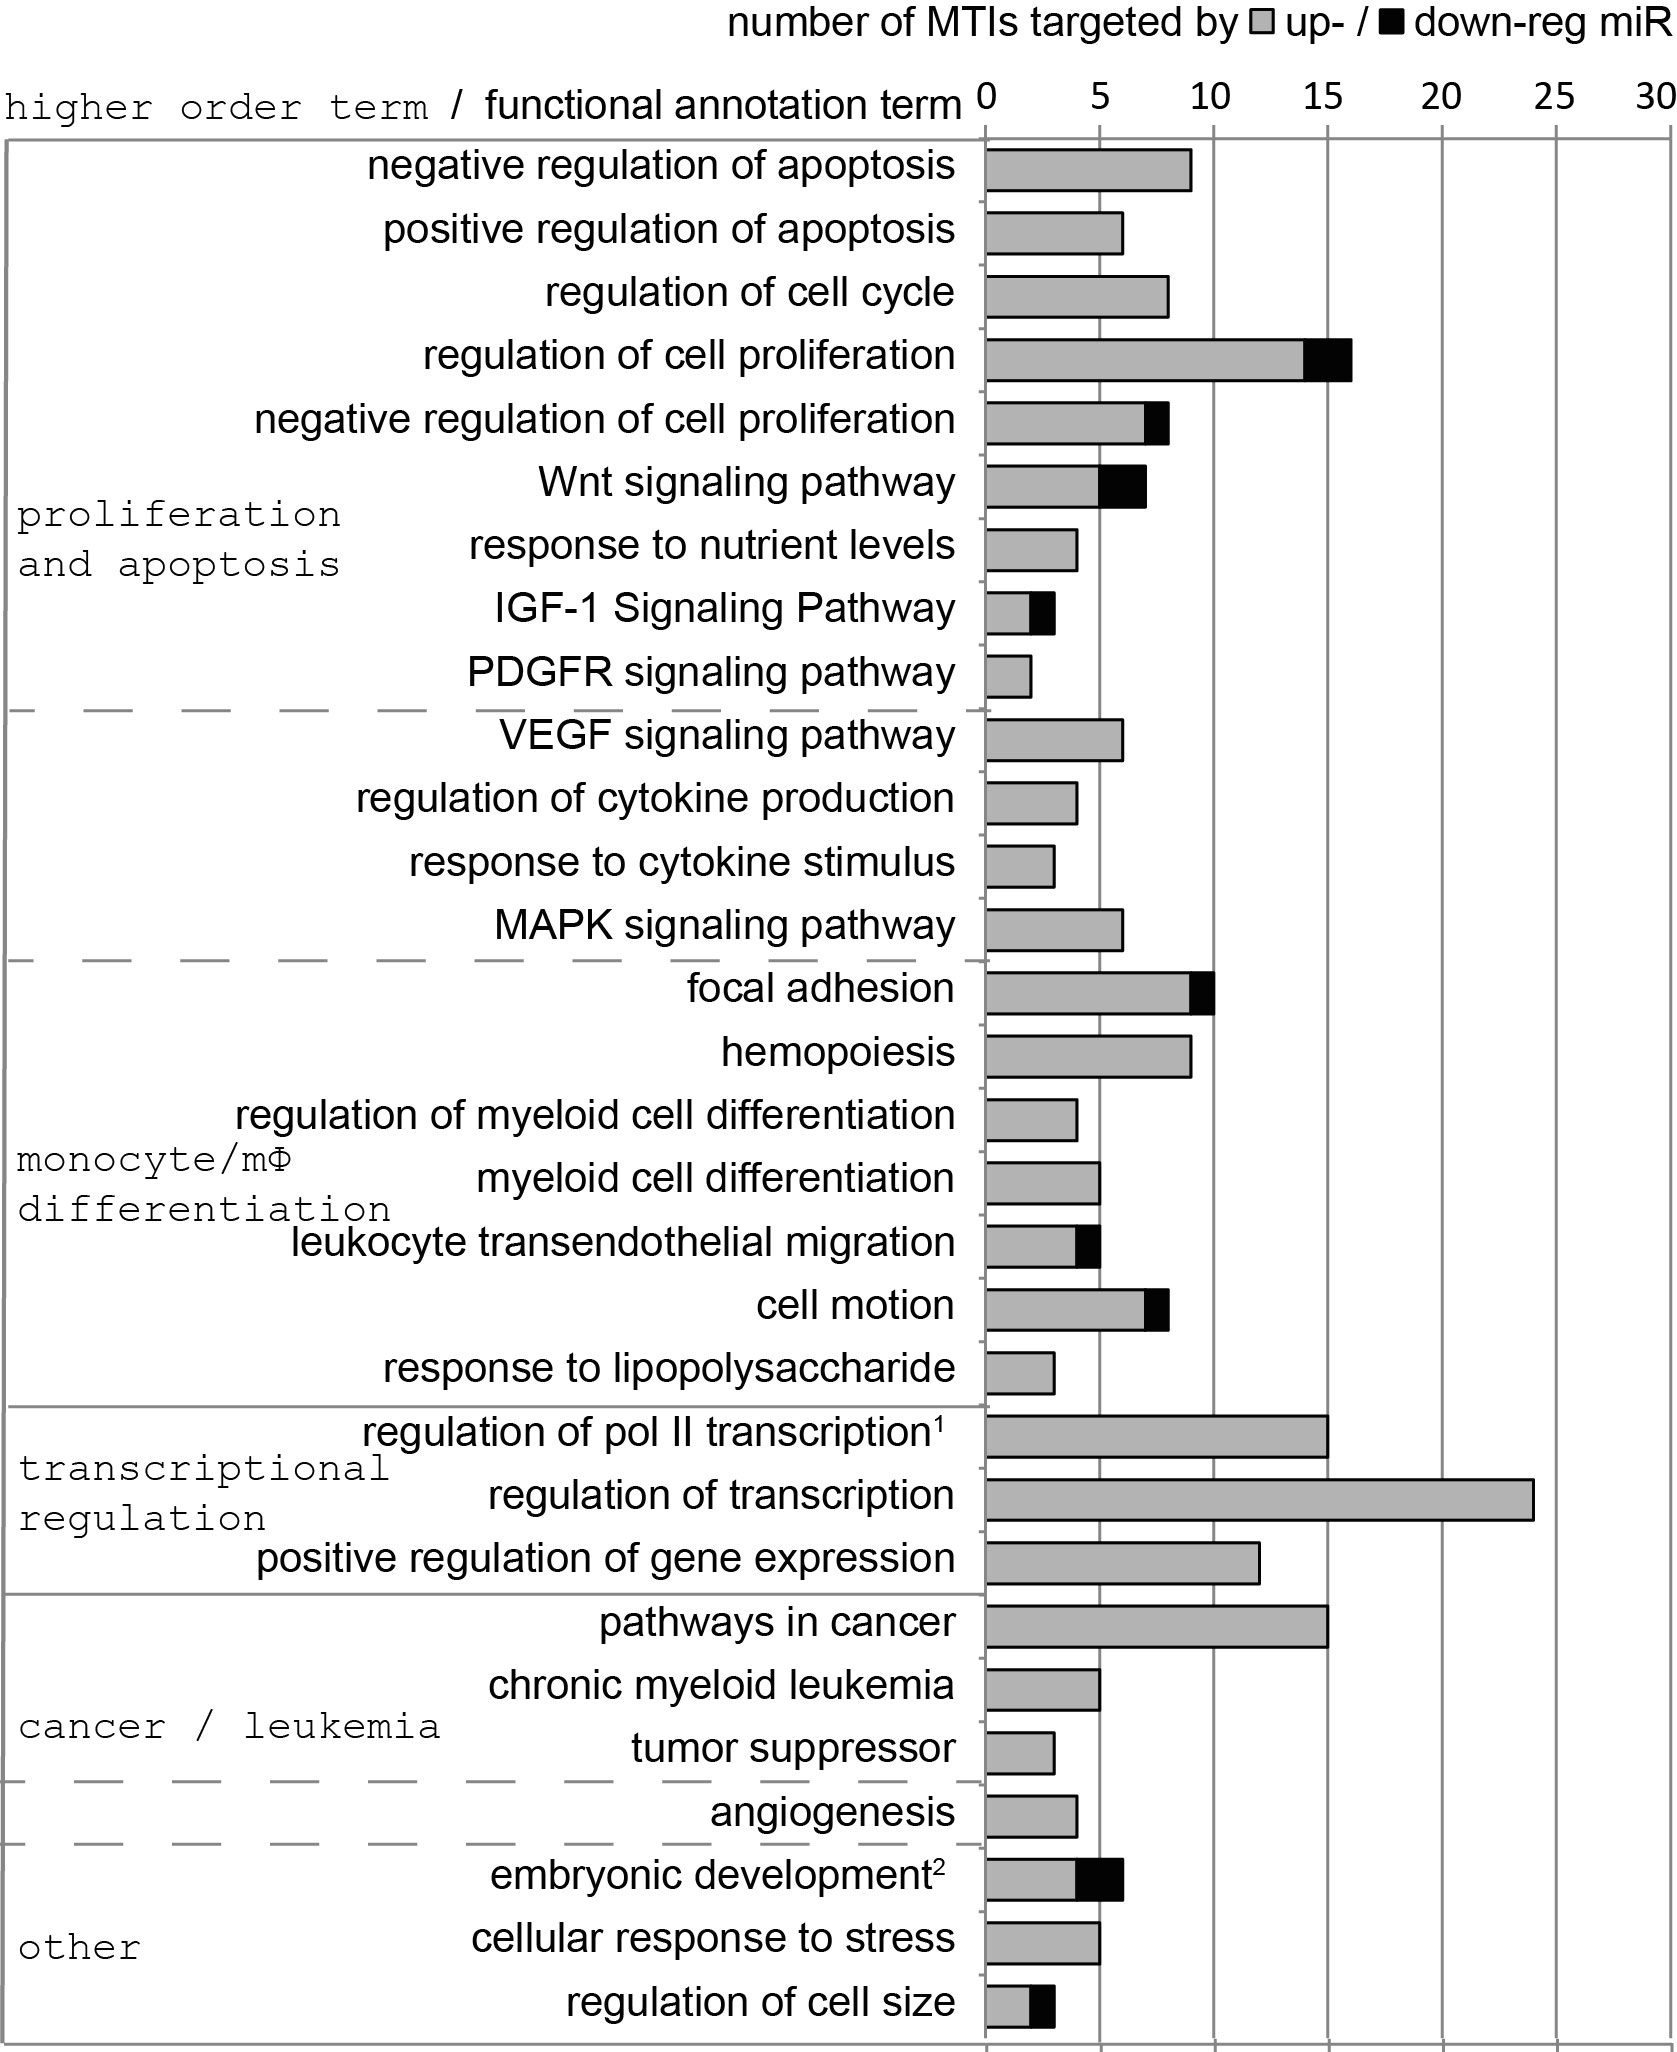

Additional file 2: Figure S2: **MiRNA-target gene associated functional annotation terms identified via DAVID.** Gene ontology analysis was performed for all THP1-expressed, validated direct targets (extracted from miRTarBase) of *MLL-AF9* knockdown associated miRNAs. Annotation terms were manually assorted to five higher-order terms according to the major role of the process in the biological setting under investigation. Annotation terms assigned to two higher-order terms are placed between these two and separated by dotted division lines. Some annotations were abbreviated as indicated by superscript numbers: 1regulation of transcription from RNA polymerase II promoter; 2embryonic development ending in birth or egg hatching; Φ macrophage. Columns show proportion of miRNA-target gene interactions (MTIs) of miRNAs which were up- (grey) or down-regulated (black) after MLL-AF9 depletion in THP1 cells and thus imply a target gene down- (grey) or up-regulation (black) in MLL-AF9 depleted cells. Most of the MTIs comprise up-regulated miRNAs, as 51 of the 56 MTIs from miRTarBase for our set of miRNAs concern MLL-AF9 dependently up-regulated miRNAs.

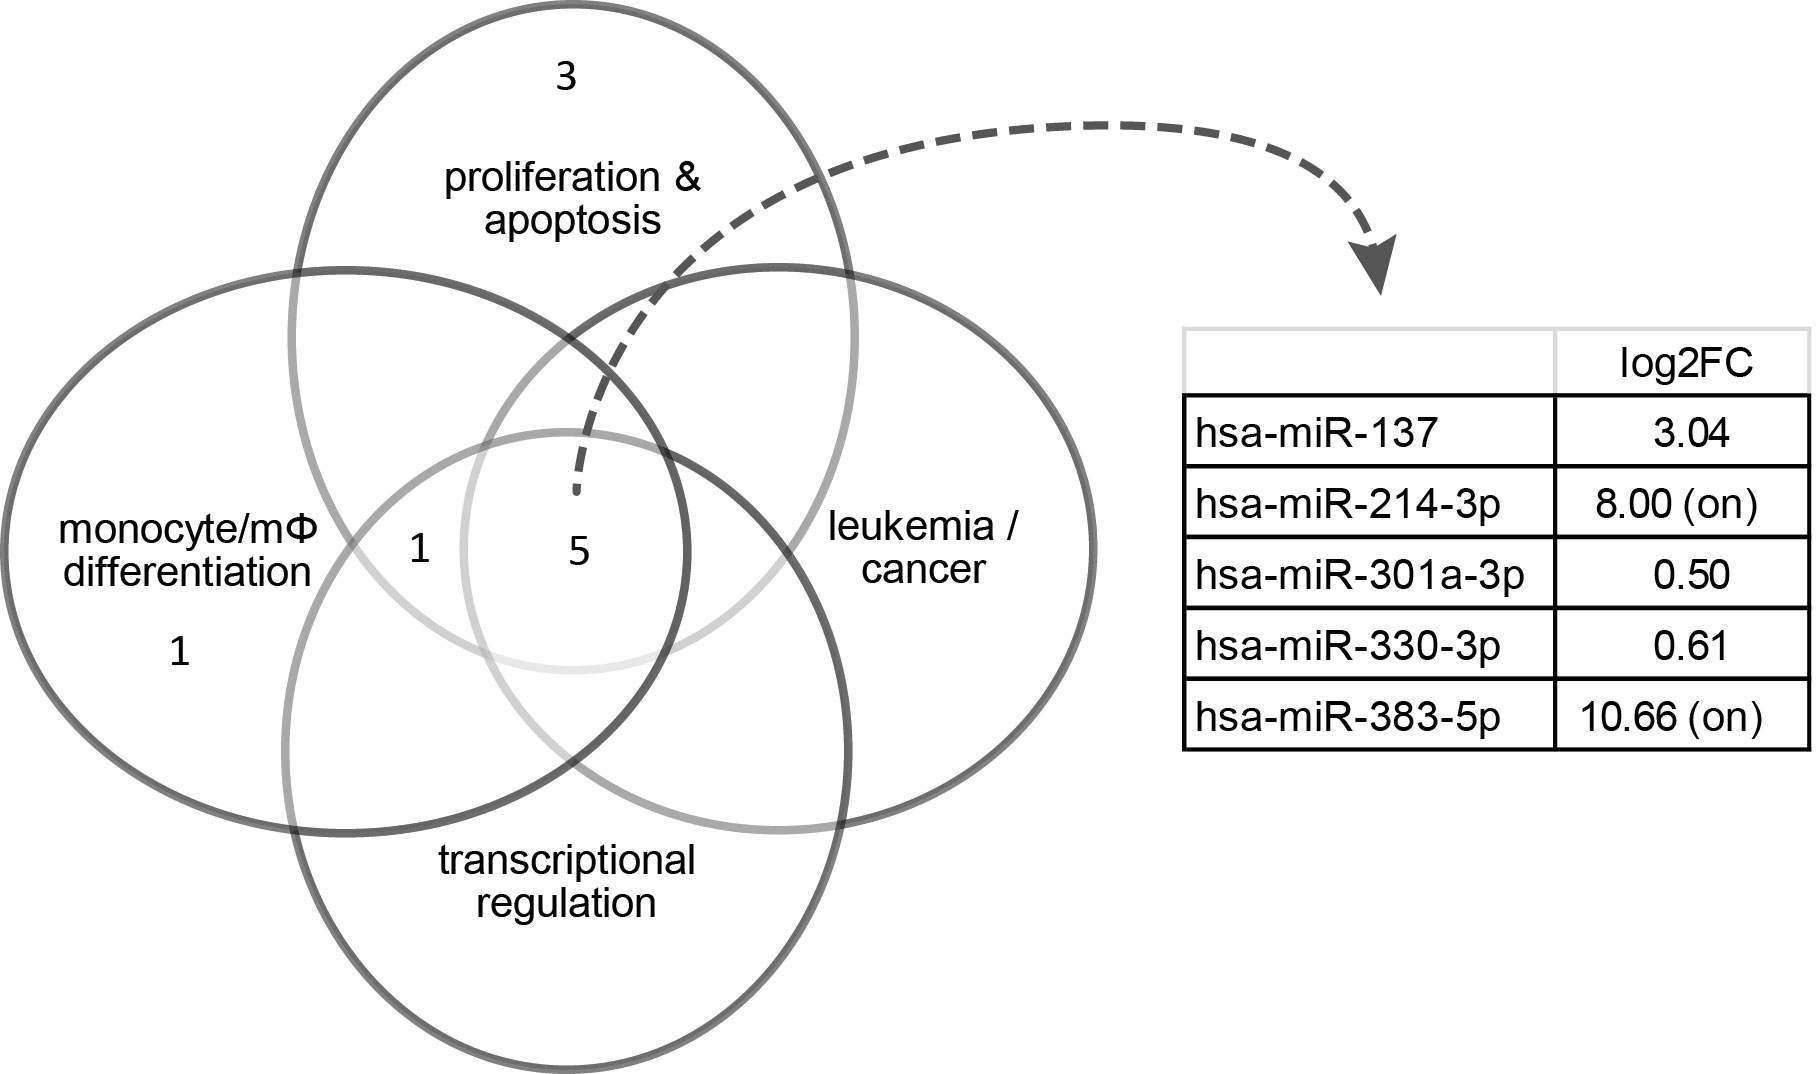

Additional file 2: Figure S3: **Venn diagram of miRNAs involved in relevant biological functions.** MiRNAs were assorted to higher-order functional annotations terms after DAVID analysis of validated miRNA targets from miRTarBase. MiRTarBase listed validated targets for 10 out of 21 MLL-AF9 dependently expressed miRNAs. Of these, five are associated with all four higher-order functional annotations terms as shown in this Venn diagram.

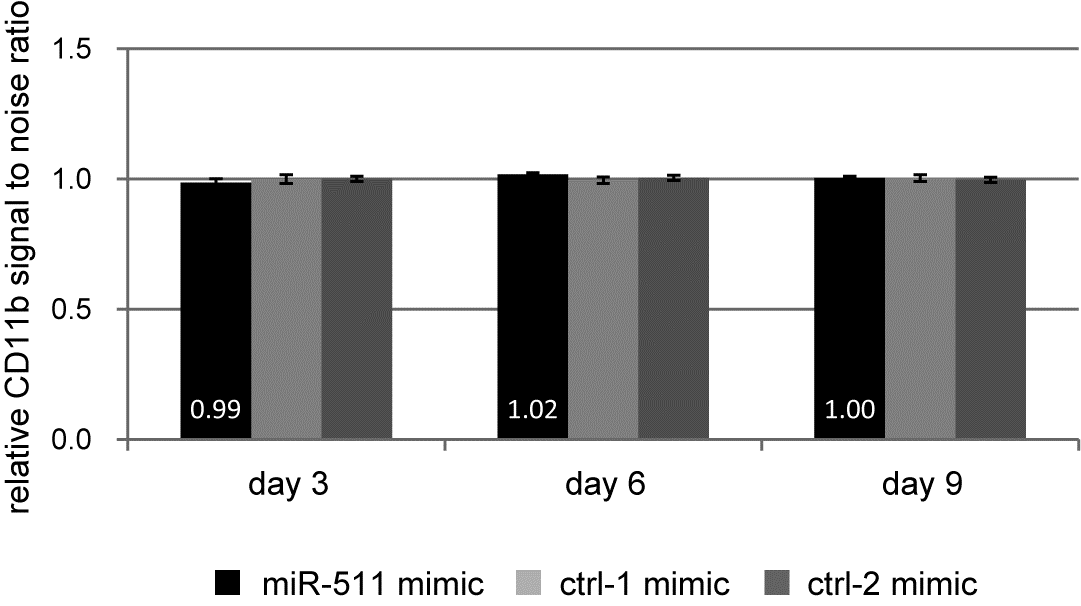

Additional file 2: Figure S4: **Effect of miR-511 mimic on surface expression of monocytic marker CD11b.** In neither treatment CD11b was expressed above isotype control.

Additional file 2: Table S1: RT-qPCR Primer information

| **Gene name** | **Primer name** | **Orientation** | **Sequence 5'-3'** | **Product size** |
| --- | --- | --- | --- | --- |
| CCL2 | CCL2 F | forward | GCTCATAGCAGCCACCTTCATTC | 289 |
| CCL2 | CCL2 R | reverse | CTTGGGTTGTGGAGTGAGTGTTC | 289 |
| CCND1 | CCND1-001 F | forward | CAAACACGCGCAGACCTTCG | 236 |
| CCND1 | CCND1-001 R | reverse | TTGACTCCAGCAGGGCTTCG | 236 |
| FGFR3 | FGFR3_v2 F | forward | CATCCCTGTGGAGGAGCTCTT | 183 |
| FGFR3 | FGFR3_v2 R | reverse | TCGGTGGACGTCACGGTAA | 183 |
| IL1B | IL1B F | forward | CTGTACCTGTCCTGCGTGTTG | 397 |
| IL1B | IL1B R | reverse | GGCAGTTGGGCATTGGTGTAG | 397 |
| KDM2B | KDM2B_2 F | forward | AGGGACTAAAGGATGCCCAGATG | 328 |
| KDM2B | KDM2B_2 R | reverse | CCACAGCGTTTGAAGAAGGACAG | 328 |
| MAPK11 | MAPK11_v2 F | forward | GATGAGAGCGTTGAGGCCAAG | 399 |
| MAPK11 | MAPK11_v2 R | reverse | TCCCAGTGGAGAGTGCAGTAG | 399 |
| MMP9 | MMP9 F | forward | TTCGACGTGAAGGCGCAGATG | 148 |
| MMP9 | MMP9 R | reverse | AACTCACGCGCCAGTAGAAGC | 148 |
| NEK8 | NEK8-001_v2 F | forward | GGGCATCAAGATGGCAATGGTAG | 204 |
| NEK8 | NEK8-001_v2 R | reverse | AGGGTGTTTCCATGGCAACAG | 204 |
| NSD1 | NSD1_v1 F | forward | CAGCTCGTCTCCTGCAAGAAAC | 186 |
| NSD1 | NSD1_v1 R | reverse | CATCCCTTCTCGATGCTGCTTAC | 186 |
| PARP1 | PARP1-003 F | forward | AGAAATGCAGCGAGAGCATCC | 361 |
| PARP1 | PARP1-003 R | reverse | AACATGGGCACCATACGCTTG | 361 |
| PDGFA | PDGFA-001_v3 F | forward | TCCGGATTATCGGGAAGAGGACACGGATG | 412 |
| PDGFA | PDGFA-001_v3 R | reverse | CCCGGACAGAAATCCAGTCTGCTGAGACC | 412 |
| PTP4A3 | PTP4A3_v4 F | forward | CGCTGGAGAAGGATGGCATCAC | 90 |
| PTP4A3 | PTP4A3_v4 R | reverse | GGCTCAGCCAGTCTTCCACTAC | 90 |
| RAPGEF3 | RAPGEF3 F | forward | ACCACTCAGAAGCCGAGTTTCC | 359 |
| RAPGEF3 | RAPGEF3 R | reverse | TCCTCCTTAGCTGCCAGTCATC | 359 |
| RPL13A | RPL13A F | forward | CCTGGAGGAGAAGAGGAAAGAGA | 126 |
| RPL13A | RPL13A R | reverse | TTGAGGACCTCTGTGTATTTGTCAA | 126 |
| SMURF2 | SMURF2_v1 F | forward | TGCACTAACAACCTGCCGAAAG | 356 |
| SMURF2 | SMURF2_v1 R | reverse | TGAATGTGGCCTCATGGCAAAG | 356 |
| SPAG6 | SPAG6_v1 F | forward | GCTGCCGCATGATAGCAAAGCTC | 201 |
| SPAG6 | SPAG6_v1 R | reverse | GGTTGATAGCTGTCCACCCTCTG | 201 |
| UBC | UBC F | forward | ATTTGGGTCGCGGTTCTTG | 133 |
| UBC | UBC R | reverse | TGCCTTGACATTCTCGATGGT | 133 |
| Unless indicated by citation, primers were designed utilizing Clone Manager Suite 7 (Sci-Ed Software, Cary, NC, USA). | | | | |

1. Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biology. 2002;3(7):research0034.1-research.12.

How the deposited data were processed for this re-analysis (not part of the article)

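Transcripts of THP1 cells were measured on day 2 after transfection with 30 nM miR-511 mimic (2 arrays) or negative control #1 mimic (2 arrays). The authors had the RNA hybridized to single-dye Agilent Human Whole Genome Microarrays. They deposited 1 scanner file per array, made with the Agilent Feature Extraction software, in which the processed intensity of each spot is background-subtracted and detrended within the array, with low spots set to a positive surrogate value, and is not normalized between arrays. The authors also deposited a table of log2 values. Its values rank the features of each array as the scanner intensities do (lowest Spearman correlation 1), and the 4 arrays hold the same set of values, which is what quantile normalization over all 44495 features, control spots included, leaves.

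The annotation in the files is that of hg19, and probe coordinates are given as in the files. Current gene names came from a table of RefSeq genes of assembly GRCh38.p14, used for names only: 82 of the 91 probes of the named genes matched by accession, all with the name in the files. Features with no gene symbol keep the identifier in the files. Where in a transcript a probe lies, and 3′UTR sequences, were not analysed here.

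Computation used R 4.3.3 and limma 3.58.1. The log2 of the processed intensity was taken for 43118 non-control spots. Between 232 and 301 spots per array, marked by the scanner software as non-uniform or population outliers, were left out. Arrays were then quantile normalized and the spots of one probe averaged. A probe printed 10 times counted as well above background on an array when more than 50% of its spots were. The tested set was 22638 of 34127 probes (66.3%). Between 64.8% and 69.3% of the probes were well above background per array, and of the spots below that, 52.1% to 60.8% per array were surrogate values, which carry no information on the size of a change. The others were measured close to background. limma's lmFit and eBayes compared the treatments, with 4.14 total degrees of freedom. P-values are two-sided. Thresholds were an unadjusted p below 0.05, as in the study, and a Benjamini-Hochberg adjusted p below 0.05. The study's further condition, significance over all identical replicate probes, leaves open how copies printed on 1 array enter the test, and it was run only as an alternative.

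The labels and the paper assign each array to experiment 1 or 2, so the experiment number pairs the arrays. The deviations of arrays with the same number from their treatment means had a correlation of 0.271 across probes, and of the 3 ways to split the arrays evenly, the split by experiment gave 3074 probes at an unadjusted p below 0.05. The experiment number as a block was an alternative. All arrays came from 1 slide, so a block for the slide was not run.

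Data were simulated with the means of the 22638 tested probes and the spreads that limma had already moderated. For miR-511 mimic minus control mimic, the same functions recovered 100 of 100 probes changed by 3 on the log2 scale after adjustment. They recovered 92 of 100 changed by 1.5. Of the unchanged probes, they called 4.69% at an unadjusted p below 0.05 and 17 probes after adjustment. The 200 planted changes ease the adjustment, so these shares are not those to be found on the measured arrays. The simulated arrays vary independently, which the measured ones do not. After normexp background correction limma met probes with a variance of 0, which it offset.

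The named genes were fixed before the data were examined: every gene the study names for the miR-511 experiments, and the 5 probes with the largest rise and the 5 with the largest fall past the unadjusted threshold that moved the same way in both experiments and were well above background on all 4 arrays. For several probes of a gene, the one with the highest mean is given, with others where they differ. Alternatives fixed at the same time were 75th percentile scaling, normexp background correction (offset 50), no filter or a stricter filter on dim probes, keeping marked spots, the deposited table, the replicate block, an intensity trend in eBayes, a plain two-sided t-test of each averaged probe with equal variances (the study names a t-test only as a further condition over identical replicate probes), a spot-level test and leaving out each array. After the values were seen, a test by any 1 spot was added. It calls a probe when at least 1 of its spots passes limma's unadjusted threshold and, for a probe printed 10 times, when the treatments also differ (p below 0.05) in a plain equal-variance comparison of all its spots. Also after that, 34 settings were set against the genes the study selected: 6 were the main setting and alternatives fixed beforehand, and 28 were chosen then. The main setting was not changed in response to them.

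Gene lists for the interferon response, NF-kB inflammatory genes, macrophage differentiation, G1/S and G2/M, written before the data were examined, were tested with camera (inter-gene correlation 0.01) and fry. The paper's RT-qPCR, luciferase, flow cytometry and migration experiments and the miRNA profiles after MLL-AF9 knockdown were not analysed here. Additional files 1 and 3 were not used here. Some of the named genes are not reported here.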

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

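All alternatives were set before the data were examined except the test by any 1 spot and those of the seed match, which were chosen after seeing the data. No probe passed adjustment by limma under any alternative that gives an adjusted p, with 498 at an unadjusted p below 0.05 in the setting reported, and none by a plain t-test of each probe, which passed 708 before adjustment.

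Of the 498 probes, 389 were also called with 75th percentile scaling, 480 with the deposited table and 488 with marked spots kept, which gave 478, 489 and 498 probes. The share of lower probes was 54.8% with 75th percentile scaling. After normexp background correction 265 probes and 262 genes were called, with 4 RT-qPCR genes and 5 FunDO genes. The size of some changes also fell: the log2FC was then 0.48 for ESR1, 0.29 for BX648392, 0.45 for ENST00000379816 and 0.15 for CCL2. The offset of 50 by itself shrinks the log ratios of dim probes, so part of this fall is built into the setting. Of the named probes with the largest changes, those of A_24_P187023 (1.67) and KDM2B (-1.29) did not shrink. An intensity trend gave 285 probes and 284 genes, with 7 RT-qPCR and 11 FunDO genes. Without the filter on dim probes there were 1029 probes and 1022 genes, among 34083 tested. With probes well above background on all 4 arrays the share of lower probes was 32.8%, and the count of probes was 393. The plain t-test gave a share of 34.3%, 4 RT-qPCR genes and 11 FunDO genes, and only 180 of its 708 probes were among the 498. The spot-level test called 6 RT-qPCR genes and 428 probes. The test by any 1 spot called 452 probes, 11 RT-qPCR genes and 21 FunDO genes. Apart from the numbers of probes tested and the offset of the normexp correction, the cause of these shifts was not tested.

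With the replicate block, 894 probes and 880 genes were called, and 46.8% of the probes were lower. Of the 498 probes, 413 were among them. At the probe followed for each gene under each alternative, CCL2 passed the unadjusted threshold under the block, and IL1B and KDM2B no longer did. No other call changed at the followed probes, nor among the known targets and the gene lists. The followed genes leave out the FunDO genes not chosen for RT-qPCR. Of the genes of both study lists, taken over all their tested probes, PER3 and SLC5A5 also lost their call under the block. PDGFA, at its dimmer probe, and MUC2 gained one.

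With each array left out in turn, the treatment with a lone array being assumed to vary like the other one, there were 516 to 1379 probes, 514 to 1355 genes, 40.1% to 74.2% lower probes, 3 to 10 RT-qPCR genes, 7 to 16 FunDO genes and 0 to 1 of the known targets. The highest counts of probes and genes and the highest share came without miR-511 mimic replicate 2. Leaving out an array breaks the pairing, so differences between experiments enter these fits. Some genes near 0 changed sign: the log2FC lay between -0.011 and 0.10 for NSD1, -0.028 and 0.16 for ITGAM, and -0.48 and 0.29 for CD38. Within experiments 1 and 2 each kept its sign: 0.055 and 0.035 for NSD1, 0.0044 and 0.13 for ITGAM, and -0.16 and -0.030 for CD38. The changes of sign thus come from differences between the experiments. Of the 10 probes with the largest changes, those of TMEM151B, SIRT7, BX648392, ESR1, KIF5B, ENST00000455622 and A_24_P187023 stayed past the unadjusted threshold in all 4 of these fits. ENST00000379816, ZNF738 and KDM2B did not. Their log2FC was 1.64 for A_24_P187023, 1.49 for ENST00000379816, 1.19 for BX648392, -1.64 for ENST00000455622, -1.43 for KIF5B and -1.32 for ZNF738. A brighter probe had a log2FC of -0.035 for BX648392 and 0.076 for KIF5B, and a dimmer one had -0.072 for ZNF738.

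Among gene lists, G2/M passed by camera after normexp correction, with a median log2FC of 0.067 and 23 of 25 genes higher. Its adjusted p from camera was 0.00635, against 0.104 to 0.459 under the other alternatives. After the same correction G2/M did not pass by fry (adjusted p = 0.904). For macrophage differentiation, fry gave the opposite direction to camera (adjusted p = 0.921), and neither passed. Without the filter on dim probes, the median log2FC of this list changed sign to 0.054, with 13 of 24 genes higher. The direction by camera stayed down there and did not pass (adjusted p = 0.658). The NF-kB list passed by fry after normexp correction (14 of 23 genes higher; adjusted p = 0.0130, against 0.117 to 0.547 under the other alternatives), but not by camera.

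The planned test for miR-511 seed matches in 3′UTRs was not run, since 3′UTR sequences were not used here. A slide block was not run because all arrays came from 1 slide. The known targets TRIB2 and CD80 were tested only without the filter on dim probes, where 0 of the 3 known targets passed the unadjusted threshold of limma.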

Differences from the paper's values

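The counts of probes and genes and the share of lower probes are within 1.5 times the paper's values of 653 probes, 627 genes and 45%, as 498 probes, 493 genes and 42.4%. After the values were seen, 34 settings were set against the genes the study selected, 6 of them fixed beforehand and 28 chosen then. None of the 34 gave exactly both of the paper's counts.

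The paper draws all 15 genes for RT-qPCR from its differentially expressed genes, and here 11 of 15 had a called probe. CCL2, CCND1, PDGFA and PARP1 did not. Of the alternatives set before the data were examined, the replicate block called CCL2 and PDGFA. Leaving out miR-511 mimic replicate 2 called CCL2, PDGFA and PARP1, and leaving out negative control #1 mimic replicate 1 called PDGFA. None of them called CCND1. The test by any 1 spot, chosen after seeing the values, called CCL2, CCND1 and PDGFA, but no longer called KDM2B, NEK8 and PTP4A3. Of the 28 settings also chosen after seeing the values, 17 called CCL2, 18 called PDGFA, 5 called CCND1 and 0 called PARP1; the 5 that called CCND1 test every spot by itself without a block.

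The paper takes its FunDO genes from the same list, and here 20 of 35 had a called probe. Among the others, IL1A and CTNND1 were called by 0 of the 28 settings. MUC2 was called by 9 of them, by the replicate block, by both other filters on dim probes, by the spot-level test, by the test by any 1 spot and without miR-511 mimic replicate 2. CD34 and FGF5 were each called by 11 of the 28 and by omitting the filter on dim probes. CTSE was called by 10 of the 28, ICAM1 by 6, PTGS2 by 5, GPRC5A by 4, IGF1 by 3 and CCL11 by 2, and none of these by an alternative set before the data were examined. The most genes called by any of the 28 settings was 30 of the 39 distinct genes of both lists.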

Other observations

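The tests on the experiment term and on probes with identical transcript accessions, the test by any 1 spot, the seed match in place of the planned 3′UTR test, and the tests by level among probes well above background on all 4 arrays were chosen after results had been seen.

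Fewer probes passed the unadjusted threshold than chance passes: 498 against 1132. Splitting the same 4 arrays by experiment in place of treatment gave 3074 probes, and the crossed split, which pairs miR-511 mimic of one experiment with the control mimic of the other, gave 657. Thus 3 of the 3 splits, the real one included, gave at least 498 probes, and with 3 splits chance cannot be excluded by this count in any case. With the experiment number in the fit the real split gave 894 probes and the crossed split 1001. Only these 2 splits part both pairs, so the treatment cannot be told apart from chance by the number of probes. Variation between experiments left out of the fit is a candidate explanation for the low count, as the passing share rose to 3.95% of tested probes with the block. It stayed under 5%, and since probes vary together this leaves the explanation open. Before normalization, the brightest of the 10 spike-in controls differed between miR-511 and control mimic by -0.24 in experiment 1 and 0.095 in experiment 2 on the log2 scale, a mean of -0.072. The correlation between the log2FC of the experiments was 0.038 over the tested probes, -0.050 over the 21608 probes well above background on all 4 arrays and -0.010 without a filter. By level it was 0.121 in the dimmest 25% of the tested probes and -0.082, -0.051 and -0.068 in the brighter groups of 25%. Among probes well above background on all 4 arrays the dimmest 25% had -0.0245, so the value of 0.121 rests on the 1030 tested probes that were not.

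Called probes were concentrated at low signal. Of the 498, 75.7% lay in the dimmest 25% of the tested probes, where 6.66% of probes were called, against 0.283% in the brightest 25%. Lower precision of dim probes may contribute: with an intensity trend in the variance prior, the share in the dimmest 25% fell to 38.9% (95% Wilson interval 33.5% to 44.7%). The filter adds to the pattern, since a dim probe enters the tested set when 1 treatment lifts it above background: 139 of the 498 calls are among the 1030 tested probes not well above background on some array. The pattern remained without these probes, in a new fit with the dimmest 25% taken anew. Among probes well above background on all 4 arrays, 71.2% of the calls lay in the dimmest 25% (95% Wilson interval 66.6% to 75.5%). There 5.18% of the probes were called, about the 5% of chance. With the trend, 36.6% of the calls lay there (95% Wilson interval 30.8% to 42.8%). As this is still above 25%, precision as modelled by the trend does not account for the whole pattern, and a biological share in it was not tested.

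Other probes of a gene changed little in size where its called probe changed. Among 112 genes whose called probe shares a transcript accession with another tested probe, the other probe changed in the same direction in 64 (57.1%, exact binomial p = 0.156). The median log2FC of the called probe was 0.44 in size, and the other probe changed by a median of 0.035 in that direction. In 88 of the 112 genes the called probe was the dimmer one. Different transcripts of one gene stay open as an explanation where accession lists overlap only in part. For 36 genes with identical accession lists, 18 of the other probes (50.0%) changed in the same direction, with a median of 0.014 against 0.45, and 0 of them were called in that direction. This argues against different transcripts in these genes, as far as the lists are complete.

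The miR-511 seed match gave a weak signal, reported as a hypothesis. Of 18001 gene names, 156 had AAAGACA, the site of Fig. 5b, within the 60 bases of their brightest tested probe. Their median log2FC was lower than that of the others by 0.031 (a difference of -0.031). Of the 42 arrangements of the same 7 bases, 2 including AAAGACA gave a difference as low, a share of 0.048, which is consistent with direct repression. It was 5 of 56 arrangements for AAAGACAA, among them CGAAAAAA, which none of these probes held and which has no value. The difference was -0.012 after normexp correction (share 0.310) and -0.023 for probes well above background on all 4 arrays (share 0.119), and taken singly the experiments gave 8 and 7 of 42 arrangements as low. A probe covers a small part of a transcript, so most sites are not seen.

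The inflammatory genes CCL2, IL1B and MMP9 rose on the arrays in both experiments, CCL2 from a control signal close to background in experiment 2, and the paper reports them as up-regulated by RT-qPCR in other experiments on days 3, 6 and 9. An NF-kB response may be the cause: 16 of 23 tested genes of the list were higher, with a median log2FC of 0.042, an adjusted p of 0.174 by camera and of 0.0529 by fry. Of the 30 listed genes 5 are among those the study names, so the list is in part not independent, and the test leaves it open. An interferon response to double-stranded RNA was not seen as a rise: 12 of 29 genes were higher (median -0.026; camera, adjusted p = 0.414). Both treatments are double-stranded RNA, so a response common to both is not measured. The macrophage differentiation list had a median of -0.024 with 8 of 17 genes higher (camera, adjusted p = 0.729), and 3 of its genes are named by the study. G1/S had a median of 0.026 (17 of 25 higher, adjusted p = 0.642) and G2/M of 0.059 (22 of 25 higher, adjusted p = 0.174). None of the 5 lists passed by camera or by adjusted fry in the reported setting. For the surface markers of the flow cytometry experiments, which covered other days, CD38 had a log2FC of -0.094 (standard error 0.36) and ITGAM, which encodes CD11b, of 0.068 (standard error 0.11) on transcript level. RPL13A, used as a reference gene in the RT-qPCR, had a log2FC of -0.10 (standard error 0.11).

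The array of miR-511 mimic replicate 1 departed most from the mean of the 4, with a standard deviation of 0.247 across probes against 0.178 to 0.206 for the others, and it had the fewest probes well above background (64.8%). RNA input and hybridization were not tested as reasons.

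Probes printed 10 times are over-represented among the genes the study took up. Of the 27 FunDO genes with a tested probe, 7 have a tested probe printed 10 times, against 4.09% of the tested gene names. At these probes 2 of the 7 genes were called with averaged spots, and 5 by the test by any 1 spot. All 10 CCND1 spots were lower and 1 had an unadjusted p below 0.05. All 10 CCL2 spots were higher, with 2 below the threshold, and all 10 PDGFA spots were lower, with 2 below it. CTSE had 5 spots higher and 5 lower, with 2 below the threshold, and was not called because the comparison of all its spots did not pass. Copies on 1 array share its RNA and are not replicates of the treatment. Whether the criterion of the study or the choice of well-studied genes for repeated printing accounts for the excess was not tested.

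Outside the rule for named genes, and chosen after its value was seen, TDRD1 on chromosome 10 of hg19 from 115991963 to 115992022 was well above background with miR-511 mimic and on neither control array. It was at least 7.16-fold higher by the bound described for RAPGEF3 (limma, adjusted p = 1.00), but at least 3.34-fold when miR-511 mimic replicate 1 was left out. A second, brighter TDRD1 probe, well above background on all 4 arrays, had a log2FC of 0.15. The paper does not report it, and no explanation was tested.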
